# Transcriptional dynamics and chromatin accessibility in the regulation of shade-responsive genes in Arabidopsis

**DOI:** 10.1186/s13059-025-03901-2

**Published:** 2025-12-10

**Authors:** Sandi Paulišić, Alessandra Boccaccini, René Dreos, Giovanna Ambrosini, Nicolas Guex, Ruben Maximilian Benstein, Markus Schmid, Christian Fankhauser

**Keywords:** Chromatin accessibility, Transcription, Shade, PIF7, Arabidopsis, ATAC-seq

## Abstract

**Background:**

Open chromatin regions host DNA regulatory motifs that are accessible to transcription factors and the transcriptional machinery. In Arabidopsis, responses to light are heavily regulated at the transcriptional level. Shade, for example, can limit photosynthesis and is rapidly perceived by phytochromes as a reduction of red to far-red light ratio (LRFR). Under shade, phytochromes become inactive, enabling PHYTOCHROME INTERACTING FACTORs (PIFs), particularly PIF7, to promote genome-wide reprogramming essential for LRFR responses. An initial strong and fast regulation of shade-responsive genes is followed by attenuation of this response under prolonged shade.

**Results:**

To determine whether the transcriptional response to shade depends on chromatin accessibility, we use ATAC-seq to profile the chromatin of seedlings exposed to short (1 h) and long (25 h) simulated shade. We find that PIF7 binding sites are accessible for most early target genes before LRFR treatment. The transcription pattern of most acute shade-responsive genes correlates with a rapid increase in PIF levels and chromatin association at 1 h, and its decrease at 25 h of shade exposure. For a small subset of acutely responding genes, PIFs also modulate chromatin accessibility at their binding sites early and/or late in the response to shade.

**Conclusions:**

Our results suggest that in seedlings a state of open chromatin conformation allows PIFs to easily access and recognize their binding motifs, rapidly initiating gene expression triggered by shade. This transcriptional response primarily depends on a transient increase in PIF stability and gene occupancy, accompanied by changes in chromatin accessibility in a minority of genes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-025-03901-2.

## Background

In Arabidopsis, a battery of photoreceptors is employed to sense the presence of neighbors by monitoring light quality [1–3]. In dense plant communities, phytochromes perceive the neighbor threat as lower red (R) to far-red (FR) light ratio (LRFR), which signals the risk of being outgrown and shaded by neighbors. The pool of active phyB is then reduced and lifts the repression of PHYTOCHROME INTERACTING FACTORS (PIFs) to promote the shade avoidance response [4, 5]. Active phyB inhibits PIF function by controlling their rapid turnover (e.g., PIF4 and PIF5), and DNA binding and/or transactivation activity [6–13]. However, PIF7 regulation by phyB differs, as it does not involve rapid turnover. This may involve UBIQUITIN-SPECIFIC PROTEASE12 (UBP12) and UBP13 which promote de-ubiquitination of PIF7 [14].

Transcriptional responses to neighbor threat (LRFR) are tightly regulated by PIFs, with a major role established for PIF7 [15, 16]. Exposure to LRFR triggers accumulation and binding of PIFs to G-box and PBE-box motifs initiating rapid expression reprogramming. This affects numerous genes essential for organ elongation and leaf repositioning [15, 17–25]. Among them, auxin biosynthesis YUCCA genes are rapidly induced and raise auxin levels [15, 24, 26] in the cotyledons of seedlings. Auxin is subsequently transported to the hypocotyl, where it promotes cell elongation [27, 28]. Transcriptomic changes induced by LRFR are very fast, reaching a peak between 15–90 min [22, 29] and are followed by relatively fast physiological adaptations [30–33]. Shade induced transcriptional responses and how they control organ growth and repositioning are quite well understood in Arabidopsis [1, 2, 22, 29, 34–36]. However, the epigenetic mechanisms and chromatin landscape underlying transcriptional regulation remain to be fully investigated.

The roles of H3K4me3 and H3K9ac in gene regulation have often been associated with actively transcribing genes. Among recent studies, Calderon et al. have found that the H3K4me3 levels correlate with the active transcription of PIF-regulated and shade-induced genes [37], consistent with previous research, where high transcriptional activity of a particular gene locus was shown to induce the accumulation of H3K4me3 [38, 39]. Shade also induces a significant increase in H3K9ac levels depending on PIF4, PIF5 and/or PIF7 (absent in the triple *pif4pif5pif7* or *pif457* mutant) [40]. H3K9 hyperacetylation was observed not only on the gene bodies of the PIF7 targets, but also in the regulatory regions of specific genes such as *ATHB2* [40–42]. Interestingly, H3K9 hyperacetylation at PIF7 regulatory regions and target genes precedes H3K4me3 accumulation [37, 40].

Besides histone modifications, the chromatin landscape is heavily modified by ATP-dependent SWI/SNF-type chromatin remodeling complexes [43]. These complexes adjust the position and occupancy of nucleosomes through sliding, eviction, or nucleosome deposition, thereby controlling the accessibility of DNA regulatory regions and, ultimately, gene transcription [44]. For instance, the SWI/SNF-type complex characterized by INO80 replaces the histone variant H2A.Z with the canonical H2A, in contrast to SWR1-containing complexes, which mediate H2A.Z deposition [45–48]. Under shade, PIFs recruit the INO80 complex to shade responsive genes and promote H2A.Z eviction [40]. The interaction is usually mediated by EIN6 ENHANCER (EEN), but EEN-independent mechanisms for H2A.Z removal also exist. INO80 was also found to repress light-induced genes, including *HY5* [49]. Moreover, PIF7 also recruits histone chaperone ANTI‐SILENCING FACTOR 1 (ASF1) and HISTONE REGULATOR HOMOLOG A (HIRA) under shade, and establishes a PIF7‐ASF1‐HIRA regulatory module, involved in increasing the H3.3 levels on a subset of actively transcribed shade‐induced genes [16]. Collectively this suggests that PIFs and particularly PIF7 control transcriptional output in response to shade not only by direct activation or repression of gene transcription, but also through remodeling of the chromatin landscape of its target genes.

This led us to hypothesize that the local chromatin environment of PIF binding sites might also have a role in controlling shade triggered genome reprogramming. In this study we have combined RNA-seq and Assay for Transposase Accessible Chromatin using sequencing (ATAC-seq) to determine if the PIF-regulated transcriptional response to LRFR depends on chromatin accessibility. Using ATAC-seq, transcription data, and ChIP-seq data, we observe changes in chromatin accessibility of a set of PIF-regulated genes. Our data indicate that PIF occupancy changes play a more significant role in driving gene expression changes than does remodeling of chromatin accessibility at PIF-binding sites.

## Results

### PIF7 binding sites are accessible in HRFR

To investigate the connection between the transcriptional response to neighbor proximity (using a LRFR light treatment) and chromatin accessibility, we performed ATAC-seq and RNA-seq. We grew the seedlings in LD conditions and exposed them to short (1 h) and long (25 h) LRFR treatments (Fig. 1A) in which neighbor proximity was simulated by supplementing white light with far-red light. 

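RNA-seq compared transcripts of 7-day-old seedlings of Col-0 and of *pif457*, a triple mutant carrying *pif4-101*, *pif5-3* and *pif7-1*, in 3 light conditions. Seedlings in HRFR stayed in white light. Those of LRFR 1 h received extra far-red light from ZT2 of day 7, and those of LRFR 25 h from ZT2 of day 6. All were collected at ZT3 of day 7, so the groups differ in the length of the treatment and not in age or time of day. Each of the 6 groups has 3 libraries made from separate pools of seedlings, and *PIF4*, *PIF5*, *PIF7* and their targets can be compared between groups within one data set. The ATAC-seq data are not analysed here.

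The authors trimmed the reads with Cutadapt, removed ribosomal reads, aligned them to TAIR10 with STAR and counted reads per gene with htseq-count. Read totals in genes, in M as lowest, median and highest of 3 libraries, were 26.1, 32.4 and 33.7 for Col-0 in HRFR, 25.2, 26.6 and 28.4 for Col-0 at LRFR 1 h, and 24.9, 25.3 and 26.8 for Col-0 at LRFR 25 h. For *pif457* they were 26.6, 29.5 and 30.4 in HRFR, 26.5, 27.2 and 28.1 at LRFR 1 h, and 25.9, 31.1 and 31.5 at LRFR 25 h. Of 34262 genes in the deposited table, 20680 carried enough reads in these 18 libraries to be tested.

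Here the deposited counts were tested with edgeR's quasi-likelihood F-test after TMM normalization, in one fit of the 6 groups, with p adjusted by Benjamini-Hochberg over the genes tested. A change between light conditions was called at adjusted p below 0.05 and an absolute log2 fold change (log2FC) above 0.6, the thresholds the paper states. A difference between genotypes, or between the light responses of Col-0 and *pif457* (the interaction), was called at adjusted p below 0.05. Levels are counts scaled to library size (CPM) given as mean ± SD of 3 libraries, and each log2FC carries its standard error (SE). Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, adjusted by Benjamini-Hochberg over 25 lists, and again with the correlation estimated from the data. Members of a list were also counted with p adjusted over the list alone. Those counts use adjusted p below 0.05 with no fold threshold, in light comparisons too, so they are looser than the calls in both respects. Col-0 HRFR replicate 1 and Col-0 LRFR 25 h replicate 1 stood apart from their groups: on the first axis of deviations from group means they lay at -32.1 and -38.5, and the other libraries between -16.3 and 23.5.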

We detected 21,303 accessible chromatin sites, ~ 90% of which are present in regions less than 2 kb 5’ of the TSS, hereafter called promoters (Additional file 1: Fig. S1A), suggesting that prior to a LRFR stimulus (in High R/FR abbreviated HRFR), chromatin in gene regulatory regions is generally accessible for the transcriptional machinery and transcription factors. These accessible chromatin regions along the promoters mostly lack DNA methylation as previously described for seedlings grown under similar 16 h-light/8 h-dark cycles (Additional file 1: Fig. S1B) [50].

**Fig. 1:**
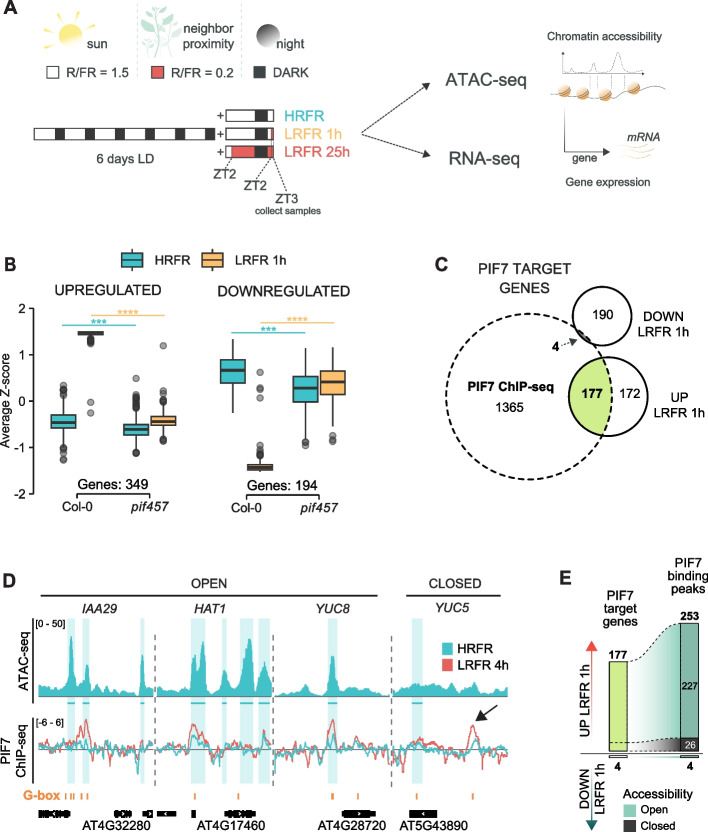
PIF7 binding sites are accessible in HRFR. **A** Experimental set-up for INTACT/ATAC-seq and RNA-seq. Seedlings were grown either in HRFR for 7 days (HRFR), moved to LRFR for 1 h at ZT2 of day 7 (LRFR 1 h) or moved to LRFR at ZT2 of day 6 until day 7 (LRFR 25 h). Samples were collected at ZT3 on day 7 and processed for ATAC-seq or RNA-seq. **B** PIF457 dependent and shade regulated genes upon exposure to 1 h of LRFR from RNA-seq in comparison of Col-0 to *pif457* (padj < 0.05, Log_2_ FC – no cutoff). Z-score represents row-normalized RNA-seq expression (TPM of each gene is subtracted by the row mean and divided by its standard deviation). Asterisks represent statistical significance (ANOVA, post-hoc Tukey HSD, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). **C** PIF7 target genes defined from the overlap of PIF7 binding sites (4 h of LRFR exposure) [40] and PIF457 dependent DEGs at LRFR 1 h (padj < 0.05). Seedlings were grown as in A. **D** IGV browser view of selected PIF7 target genes in HRFR. The upper panel shows averaged ATAC-seq signal from three biological replicates. The lower panel shows PIF7 ChIP-seq signal for HRFR and for 4 h of LRFR exposure normalized to Col-0 IgG using *bamCompare* [40]. Blue shaded areas and lines mark the boundaries of ATAC-seq accessible chromatin regions. The position of G-boxes (CACGTG) is indicated in orange. **E** PIF7 target genes as defined in C are shown with their associated PIF7 binding sites. Accessible (open) PIF7 binding sites are shown in green and non-accessible (closed) sites in gray

Since PIF7 is a major transcription factor regulating LRFR responses, with contributions from PIF4 and PIF5 [15, 51] we wanted to specifically assess the chromatin environment of PIF7 binding sites. Therefore, we restricted the analysis to a set of shade-regulated genes bound by PIF7 in LRFR. For this purpose, we reanalyzed a published PIF7 ChIP-seq dataset [40] and compared it to PIF457-regulated genes in response to short term LRFR (Fig. 1B). Although the conditions used by Willige et al., 2021 do not have the same R/FR ratio as our conditions, both yield similarly robust responses [40]. In response to 1 h of LRFR, 349 genes were upregulated, and 194 genes were downregulated in Col-0 compared to *pif457* (Fig. 1B, Additional file 2: Table S2a-b). These acute responding genes comprise most known shade marker genes, including *PIL1*, *ATHB2*, and *HFR1*. 

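The mutated genes themselves gave fewer transcripts in *pif457*. In HRFR, *PIF7* (AT5G61270, chromosome 5, 24638491 to 24640765 in TAIR10.1) fell from 51 ± 2.26 CPM in Col-0 to 3.24 ± 0.546 CPM, and *PIF5* (AT3G59060, chromosome 3, 21827905 to 21830837) from 156 ± 9.62 to 12.8 ± 1.19 CPM (mean ± SD, 3 libraries). *PIF4* (AT2G43010, chromosome 2, 17886101 to 17889087) kept 50.7 ± 0.0256 CPM against 104 ± 2.39 CPM in Col-0 (log2FC -1.02, SE 0.07, edgeR adjusted p = 1.59e-07). All 3 encode bHLH transcription factors that phyB inactivates in light rich in red.

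Much of the acute response was missing in *pif457*. After 1 h of LRFR, 315 genes had risen in Col-0 and stood lower in *pif457* than in Col-0, and 134 had fallen in Col-0 and stood higher in *pif457*, each at adjusted p below 0.05 in both edgeR comparisons. The median log2FC of the 315 genes was 1.00 in Col-0 and 0.15 in *pif457*, and that of the 134 genes was -0.59 and 0.03. Since the genes were picked by their change in Col-0, these medians show the size of the change and are not a test of it. *GONST5*, a nucleotide sugar transporter gene, went from 0.069 ± 0.0349 to 5.16 ± 0.404 CPM in Col-0 and stayed at 0.0626 ± 0.0578 CPM in *pif457*. *FLP1*, a relative of the flowering gene *FPF1*, rose from 0.457 ± 0.238 to 26.5 ± 6.13 CPM and reached 0.466 ± 0.0435 CPM in *pif457*. *RTFL18*, which codes for a small peptide of the ROTUNDIFOLIA-like family, rose with a log2FC of 5.20 (SE 0.26, edgeR adjusted p = 3.11e-10). *At17.1* fell from 5.11 ± 0.457 to 1.93 ± 0.302 CPM in Col-0 and stood at 4.02 ± 0.943 CPM in *pif457*.

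Tested directly, the responses of Col-0 and *pif457* differed for 200 of the 315 genes and 81 of the 134 (interaction, edgeR adjusted p below 0.05). Of the 315 genes, 49 were lower in *pif457* already in HRFR, and 25 rose in *pif457* as well, so a difference at LRFR 1 h is not always a lost response. The downregulated genes depend more on single libraries: without Col-0 LRFR 1 h replicate 1 they number 79, and without Col-0 HRFR replicate 1 and Col-0 LRFR 25 h replicate 1, a choice made after seeing the data, 205.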

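*PIL1*, *ATHB2* and *HFR1* all rose within 1 h in Col-0, from very different starting levels. *PIL1* (AT2G46970), coding for a PIF-like bHLH factor, went from 0.414 ± 0.0969 CPM in HRFR to 37.2 ± 12 CPM at LRFR 1 h (mean ± SD, 3 libraries; log2FC 6.47, SE 0.26, edgeR adjusted p = 2.69e-11). *ATHB2* (AT4G16780), a homeodomain-leucine zipper gene, went from 7.05 ± 0.805 to 156 ± 25.9 CPM (log2FC 4.47, SE 0.12, edgeR adjusted p = 2.65e-13). *HFR1* (AT1G02340), whose product binds PIFs and restrains them, went from 15.6 ± 2.47 to 107 ± 27 CPM (log2FC 2.77, SE 0.16, edgeR adjusted p = 3.02e-09).

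In *pif457* at LRFR 1 h, *PIL1* reached 1.14 ± 0.352 CPM, *ATHB2* 19.1 ± 1.96 CPM and *HFR1* 7.85 ± 0.978 CPM. *ATHB2* still rose there (4.3-fold, edgeR adjusted p = 1.92e-07), as did *HFR1* (log2FC 1.59, SE 0.21, adjusted p = 0.00157), while the rise of *PIL1* did not pass (4.28-fold, adjusted p = 0.0508), though it passed in 8 of 25 other settings, among them DESeq2 (adjusted p = 4.55e-05). The interaction with edgeR was -4.37 for *PIL1* (SE 0.63, adjusted p = 6.28e-04), -2.37 for *ATHB2* (SE 0.18, adjusted p = 5.3e-07) and -1.18 for *HFR1* (SE 0.27, adjusted p = 0.0343). That of *HFR1* is lost in 8 of 25 other settings of the test (adjusted p 9.98e-04 to 0.187). *HFR1* was low in *pif457* before any treatment, at 2.57 ± 0.709 CPM in HRFR, so its shortfall at LRFR 1 h is only partly a weaker response.

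In a fixed list of 18 shade marker genes, 16 rose in Col-0 at LRFR 1 h and 2 did not pass, *PIF6* (log2FC 0.59, SE 0.17, edgeR adjusted p = 0.0754, passing only without both far Col-0 libraries) and the cell-wall gene *XTH15* (log2FC 0.12, SE 0.14, adjusted p = 0.862). Adjusted over the list alone, with no fold threshold, 17 rose. The list as a whole moved up (camera adjusted p = 2.9e-67, adjusted p = 1.52e-04 with an estimated correlation). Others in it were *ATHB4*, a homeodomain gene of the same family, from 1.7 ± 0.241 to 25.5 ± 4.44 CPM, and *PAR1*, coding for a small inhibitor of PIFs (log2FC 2.79, SE 0.19, edgeR adjusted p = 1.83e-08). The same 16 genes responded less in *pif457* (camera adjusted p = 1.15e-48 for the list, adjusted p = 0.00146 with an estimated correlation).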

We, therefore, defined potential PIF7 targets as genes bound by PIF7 within 3 kb upstream of the TSS or 1 kb downstream of the TES in response to 4 h of LRFR [40] and identified 1546 genes (Fig. 1C). 

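The genes bound by PIF7 that Table S3 marks as UP were picked by the study on these same libraries, so their direction here is not independent evidence. All 177 could be tested. In Col-0 at LRFR 1 h, 166 rose at edgeR adjusted p below 0.05 and 132 of them with a log2FC above 0.6. In *pif457* 14 rose, and for 109 of the 177 the interaction was negative at adjusted p below 0.05. Their mean level, in log2 units above Col-0 in HRFR, was 1.37 ± 0.15 in Col-0 at LRFR 1 h, and in *pif457* it went from -0.21 ± 0.03 in HRFR to 0.02 ± 0.02 at LRFR 1 h (mean ± SD, 3 libraries).

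*IAA29*, an Aux/IAA gene of auxin signalling, rose from 2.21 ± 0.379 to 107 ± 23 CPM in Col-0 and stood at 1.7 ± 0.0563 CPM in *pif457* at LRFR 1 h. *BIM1*, coding for a bHLH partner of the brassinosteroid factor BES1, rose from 63.4 ± 1.47 to 263 ± 33.6 CPM in Col-0, against 68.3 ± 3.08 CPM in *pif457* (interaction -1.90, SE 0.10, edgeR adjusted p = 9.68e-09). *HAT1*, from the homeodomain-leucine zipper family of *ATHB2*, rose less (log2FC 1.05, SE 0.07, edgeR adjusted p = 9.31e-09).

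The table marks 4 genes as DOWN, and their falls were small. *CIPK15* (AT5G01810), a CBL-interacting protein kinase gene, fell by -0.48 (SE 0.06, edgeR adjusted p = 6.62e-05), AT3G57400 by -0.46 (SE 0.09, adjusted p = 0.00288) and *ARAB-1* (AT1G28670) by -0.36 (SE 0.08, adjusted p = 0.0172), all short of the fold threshold. AT2G43340 did not pass (log2FC -0.27, SE 0.08, edgeR adjusted p = 0.0609). The interaction passed for *CIPK15* (0.65, SE 0.09, edgeR adjusted p = 3.63e-04) and AT3G57400 (0.53, SE 0.12, adjusted p = 0.0331), the latter lost in 11 of 25 other settings. These 4 genes are given because the table has no others, after their values were seen.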

By intersecting these lists, we defined 177 shade-upregulated and 4 -downregulated genes as direct PIF7 targets (Fig. 1C, Additional file 2: Table S3). The majority of PIF7 binding peaks are found on accessible chromatin regions (open) in seedlings grown in HRFR, with only around 10% of them located in non-accessible regions (closed) (Fig. 1D and E). Moreover, by reanalyzing 5, 10 and 30 min ChIP-seq timepoints and comparing them to 4 h of LRFR [40], we noticed that ~ 65–90% of PIF7 target genes are maintained across these timepoints, and that PIF7 binding peaks are predominantly found on accessible chromatin regions (Additional file 1: Fig. S2A-B), reinforcing our idea that PIF7 can easily access its target binding sites prior to a LRFR cue.

### PIFs promote transcriptional response to shade through their increased accumulation and gene occupancy

Strong and fast initial regulation of shade responsive genes is followed by an attenuation of this response under prolonged shade [18, 22, 52]. The molecular/regulatory mechanisms underlying this PIF-dependent temporal regulation of transcription are, however, not entirely understood. We, therefore, investigated what may explain this transcription pattern induced by PIFs. Our RNA-seq analysis identified 1148 unique genes that were differentially expressed in Col-0 in response to LRFR exposure for 1 h and/or 25 h (Fig. 2, Additional file 1: Fig. S3A-B, Additional file 2: Table S4a). 

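In Col-0 the long treatment changed more genes than the short one. At LRFR 1 h 290 genes rose and 131 fell, and at LRFR 25 h 480 rose and 315 fell (edgeR, adjusted p below 0.05 and absolute log2FC above 0.6). Together these are 1062 genes. Of them 154 changed at both times, 114 rising at both, 34 falling at both and 6 in opposite directions, while 267 passed at 1 h alone and 641 at 25 h alone. Passing at one time alone is not a difference between times, so LRFR 25 h was also tested against LRFR 1 h: 515 genes were higher and 474 lower after the long treatment.

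Fitted rises at 25 h were ranked among called genes whose libraries do not overlap between groups and which reach 1 CPM in the higher group. The largest was that of *FT*, the florigen gene, from 0.0667 ± 0.0618 to 8.73 ± 5.72 CPM (log2FC 6.93, SE 0.74, edgeR adjusted p = 8.53e-06). At 1 h *FT* did not pass (log2FC 1.33, SE 1.31, edgeR adjusted p = 0.821). *PHYB*, the gene of the photoreceptor that senses the red to far-red ratio, was among those higher at both times, at 94.6 ± 2.93 CPM in HRFR, 257 ± 37.4 CPM at 1 h and 187 ± 11.3 CPM at 25 h. *GAI*, a DELLA repressor gene of gibberellin signalling, rose at 1 h (log2FC 1.00, SE 0.06, edgeR adjusted p = 3.44e-09) and had fallen back by 25 h (log2FC 0.24 against HRFR, SE 0.06, adjusted p = 0.0172). *KAT1*, a potassium channel gene of guard cells, went from 26.6 ± 2.31 to 134 ± 23.9 and then 53.6 ± 6.9 CPM.

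The total depends on the fit. With each comparison fitted from its own 6 libraries it is 664 genes, of which 659 are among the 1062, and the 25 h counts become 253 and 163 beside 255 and 93 at 1 h, so most of the gap between the times is gone in that fit. In the joint fit without Col-0 HRFR replicate 1 and Col-0 LRFR 25 h replicate 1, a choice made after seeing the data, the total is 1092. Only 907 of these are among the 1062, so the total stays near but its members change. Without Col-0 LRFR 1 h replicate 3 the genes falling at 1 h number 199.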

Clustering analysis of these differentially expressed genes identified 2 clusters (1 and 2) in which the transient upregulation observed in Col-0 was largely abolished in the *pif457* triple mutant (Fig. 2). These 2 clusters are enriched in terms such as shade avoidance and auxin response (Additional file 2: Table S4b), in accordance with the prominent role of these three PIFs in shade responses [51, 53]. 

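Genes of cluster 1 rose quickly and then fell back while the light stayed the same. These cluster genes were selected by the study on the same libraries, so the direction of their change is not independent evidence. Of 274 genes in cluster 1, 272 could be tested and 258 rose in Col-0 at LRFR 1 h. Relative to Col-0 in HRFR, their mean level in log2 units was 1.59 ± 0.12 at 1 h and 0.67 ± 0.04 at 25 h in Col-0, and -0.17 ± 0.01, 0.15 ± 0.03 and 0.04 ± 0.02 in *pif457* in HRFR, at 1 h and at 25 h (mean ± SD, 3 libraries). The fall from 1 h to 25 h passed for 212 of the 272 genes, and a smaller response of *pif457* at 1 h for 172 (edgeR, adjusted p below 0.05).

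Single genes of cluster 1 fell back to different degrees. *GONST5*, the nucleotide sugar transporter gene, was nearly off again at 25 h (0.289 ± 0.161 CPM; log2FC of 25 h against 1 h -4.12, SE 0.32, edgeR adjusted p = 2.49e-07). *RTFL18* fell by -3.38 (SE 0.22, edgeR adjusted p = 3.55e-08), whereas *FLP1* fell by -0.70 (SE 0.17, adjusted p = 0.0106) and kept most of its level, a call lost in 2 of 25 other settings, the fit of only the groups compared (adjusted p = 0.0612) and without Col-0 LRFR 1 h replicate 3 (log2FC -0.51).

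Cluster 2 is smaller, and its mean level was higher in *pif457* before the treatment, though only 2 of its genes passed there at edgeR adjusted p below 0.05. Of its 34 genes 33 could be tested, and 20 rose in Col-0 at 1 h at edgeR adjusted p below 0.05. The mean level in Col-0 was 0.88 ± 0.15 at 1 h and 0.40 ± 0.16 at 25 h, while in *pif457* it was already 0.57 ± 0.13 in HRFR, 0.56 ± 0.10 at 1 h and 0.85 ± 0.05 at 25 h. Col-0 HRFR replicate 1 was the lowest of its group in cluster 2, at -0.188, against 0.015 and 0.172. *IQD18*, coding for a calmodulin-binding IQD protein, went from 2.58 ± 0.258 to 6.07 ± 0.915 and back to 2.47 ± 0.47 CPM in Col-0, and held at 3.76 ± 0.965, 3.4 ± 0.139 and 4.01 ± 0.567 CPM in *pif457*. *MYB111*, a regulator of flavonol synthesis, rose by 1.51 at 1 h (SE 0.25, edgeR adjusted p = 9.33e-04), with an interaction of -1.57 (SE 0.35, adjusted p = 0.0274) that is lost in 8 of 25 other settings (adjusted p 0.00462 to 0.0816). The interaction passed for 6 of the 33 genes of cluster 2 and the fall from 1 h to 25 h for 7.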

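Auxin genes were part of the rapid rise. Aux/IAA proteins repress auxin signalling and their genes are themselves induced by auxin. Of 27 Aux/IAA genes measured, 10 rose in Col-0 at LRFR 1 h and 17 did not pass (camera adjusted p = 6.08e-21, adjusted p = 0.00145 with an estimated correlation). Adjusted over the list alone, 16 rose and 2 fell. *IAA5* went from 0.189 ± 0.0881 to 4.72 ± 0.801 CPM and *IAA1* from 4.12 ± 0.535 to 28.2 ± 4.38 CPM (mean ± SD, 3 libraries), while *pif457* reached 0.233 ± 0.154 and 5.56 ± 0.313 CPM.

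Of 27 *SAUR* genes, coding for small auxin-induced proteins of cell expansion, 21 rose and 6 did not pass, with the same 21 adjusted over the list alone (camera adjusted p = 3.86e-58, adjusted p = 1.52e-04 with an estimated correlation). *SAUR10* rose by 4.28 (SE 0.43, edgeR adjusted p = 2.76e-06). *SAUR19* to *SAUR24* are near-identical copies, and their separate counts are uncertain. Among 6 *GH3* genes of auxin conjugation, 4 rose and 2 did not pass, 5 adjusted over the list alone (camera adjusted p = 1.13e-09, adjusted p = 0.00852 with an estimated correlation), with *GH3.3* going from 11.8 ± 2.79 to 39.4 ± 5.14 CPM. Among 14 auxin transport genes 3 rose and 11 did not pass, 7 and 2 falling adjusted over the list alone (camera adjusted p = 1.58e-05, adjusted p = 0.00412 with an estimated correlation). The auxin efflux carrier gene *PIN3* went from 147 ± 4.01 to 317 ± 51.3 CPM.

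Of 10 auxin biosynthesis genes, 4 rose, 1 fell and 5 did not pass, the same adjusted over the list alone (camera adjusted p = 2.67e-04, adjusted p = 0.00774 with an estimated correlation). The 4 were *YUC2*, *YUC5*, *YUC8* and *YUC9*, flavin monooxygenase genes of the last step to auxin. *YUC9* went from 1.42 ± 0.236 to 27.3 ± 5.66 CPM and *YUC8* from 3 ± 0.374 to 27.6 ± 7.08 CPM, against 1.67 ± 0.555 and 2.3 ± 0.42 CPM in *pif457*. *TAA1*, an aminotransferase gene acting one step earlier, fell from 12 ± 0.345 to 6.27 ± 1.28 CPM (log2FC -0.92, SE 0.12, edgeR adjusted p = 9.76e-05).

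The smaller response of *pif457* at 1 h passed for 10 Aux/IAA genes (camera adjusted p = 1.06e-14, adjusted p = 0.00492 with an estimated correlation), 18 *SAUR* genes (camera adjusted p = 3.15e-27, adjusted p = 0.00362 with an estimated correlation) and 3 *GH3* genes (camera adjusted p = 1.91e-07, adjusted p = 0.0218 with an estimated correlation). It passed for 2 transport genes (camera adjusted p = 2.61e-05, adjusted p = 0.00492 with an estimated correlation) and the 4 *YUC* genes, with *TAA1* going the other way, a call lost in 10 of 25 other settings at adjusted p 0.00276 to 0.115 (camera adjusted p = 5.08e-04, adjusted p = 0.00986 with an estimated correlation). The paper relates the enriched terms of clusters 1 and 2 to the prominent role of PIF4, PIF5 and PIF7 in shade.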

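*LTP*, a lipid transfer protein gene (AT2G15050, chromosome 2, 6518749 to 6521549 in TAIR10.1), dropped and recovered under continued LRFR. It went from 66.4 ± 11.2 CPM in HRFR to 20.8 ± 4.59 CPM at 1 h and 64.3 ± 9.5 CPM at 25 h in Col-0, and held at 53.5 ± 5.28, 46.4 ± 2.44 and 50.9 ± 1.15 CPM in *pif457* (mean ± SD, 3 libraries). The fall at 1 h had a log2FC of -1.67 (SE 0.14, edgeR adjusted p = 3.66e-07) and the return by 25 h 1.63 (SE 0.14, adjusted p = 8.09e-07). The interaction at 1 h was 1.46 (SE 0.20, edgeR adjusted p = 3.53e-04). *At17.1* followed the same course, with a return of 1.02 (SE 0.17, edgeR adjusted p = 7.42e-04) and an interaction of 1.52 (SE 0.23, adjusted p = 0.00127).

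Among the 103 tested of the 104 genes that Table S4a puts with *LTP*, chosen by the study on these libraries and so not independent evidence, 90 fell in Col-0 at 1 h and 80 returned between 1 h and 25 h (edgeR, adjusted p below 0.05). The mean level in log2 units relative to Col-0 in HRFR was -0.88 ± 0.12 at 1 h and -0.10 ± 0.13 at 25 h. In *pif457* it was -0.22 ± 0.05 in HRFR and -0.29 ± 0.02 at 1 h, and the interaction passed for 41 genes.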

A similar transient pattern is observed with downregulated genes of cluster 7 (Fig. 2). In addition, we observed many genes that respond more slowly to LRFR (clusters 3, 4, and 5) and whose expression, with the notable exception of cluster 4, was largely dependent on PIF457. Also, we find significant enrichment related to flavonoid biosynthesis and metabolism in clusters 3 and 4 (Additional file 2: Table S4b).

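Most genes of clusters 3, 4 and 5 changed little in the first hour and much by 25 h. They were selected by the study on these libraries, so their direction is not independent evidence. Levels below are means over a cluster's genes in log2 units relative to Col-0 in HRFR (± SD, 3 libraries), and counts are at edgeR adjusted p below 0.05.

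Of 284 tested genes of cluster 3, 14 rose in Col-0 at 1 h and 263 at 25 h, to a level of 1.03 ± 0.10. *pif457* started at 0.02 ± 0.04 and reached 0.45 ± 0.03, with 96 genes lower than in Col-0 at 25 h. *ST2A*, a sulfotransferase gene that removes hydroxyjasmonate from signalling, was among the 14 and went from 1.21 ± 0.254 to 10.8 ± 2.32 CPM at 1 h and 13.8 ± 5.58 CPM at 25 h in Col-0, with 1.17 ± 0.231 CPM at 25 h in *pif457* (interaction at 25 h -3.76, SE 0.43, edgeR adjusted p = 8.51e-04). *CKX5*, a cytokinin oxidase gene that was also among them, had reached 11.9 ± 3.8 CPM at 1 h and stood at 13.5 ± 2.93 CPM at 25 h in Col-0 and 1.65 ± 0.384 CPM in *pif457* (interaction -3.02, SE 0.38, edgeR adjusted p = 0.00176). For *FT*, the florigen gene, the interaction did not pass (-3.31, SE 1.46, edgeR adjusted p = 0.773), and *FT* rose in *pif457* too (log2FC 3.61, SE 0.75, adjusted p = 0.0165), a call lost in 4 of 25 other settings, each with 1 *pif457* library left out.

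In cluster 4, 96 of 111 genes rose in Col-0, to 0.94 ± 0.08, and 38 rose in *pif457*. There the level was 0.41 ± 0.03 in HRFR and 0.98 ± 0.06 at 25 h, so *pif457* began higher and ended beside Col-0. *UGT84A1*, a glucosyltransferase gene acting on phenolic acids, went from 4.39 ± 1.07 to 18.5 ± 6.76 CPM in Col-0 and from 6.24 ± 0.69 to 21.6 ± 4.87 CPM in *pif457*. Cluster 5 is the downward counterpart: 132 of 144 genes fell in Col-0, to -0.97 ± 0.06, and 51 fell in *pif457*, from -0.44 ± 0.01 in HRFR to -0.95 ± 0.09. *LHCB1.4* (AT2G34430), a light-harvesting gene with near-identical copies, fell from 2900 ± 340 to 615 ± 154 CPM in Col-0 and from 2270 ± 176 to 1320 ± 106 CPM in *pif457* (interaction 1.44, SE 0.23, edgeR adjusted p = 0.0102), where its fall was lost in 4 of 25 other settings, each with 1 *pif457* library left out. *MYBL2*, a repressor gene of anthocyanin synthesis, fell in both, by -2.17 in Col-0 (SE 0.25, edgeR adjusted p = 1.92e-05) and -1.71 in *pif457* (SE 0.25, adjusted p = 9.46e-04).

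The interaction at 25 h passed for 18 genes of cluster 3, 2 of cluster 4 and 5 of cluster 5. Its reach is limited: of 50 genes given a simulated difference of log2 1 it found 32, and of 50 given 0.5 it found 13, so a gene that did not pass may still respond differently in *pif457*. The simulated differences were placed only on genes with a mean of at least 1 CPM.

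**Figure D1:**
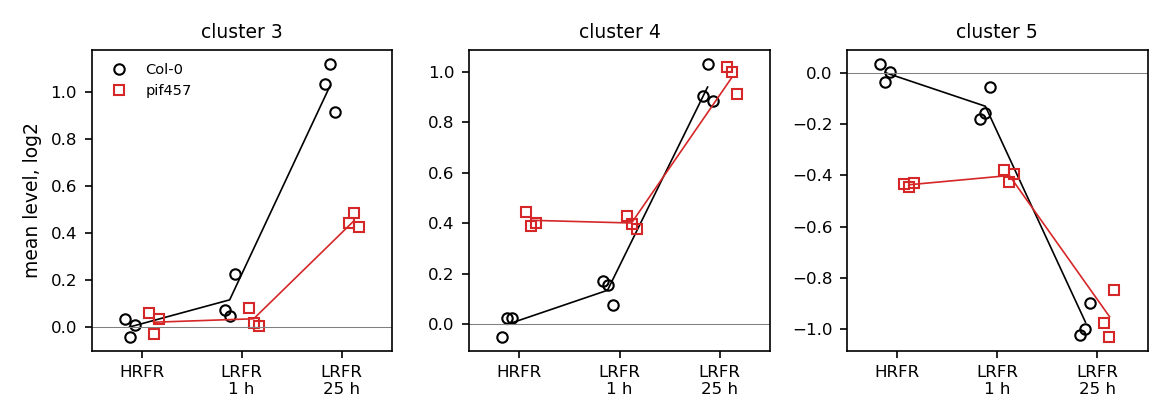
Mean level of the tested genes of clusters 3, 4 and 5 in each library of Col-0 and *pif457*, in log2 units relative to the mean of Col-0 in HRFR. Each point is 1 library.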

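Flavonoid genes belonged to the slow response, and genes of the path toward flavonols were among those that rose. In a fixed list of 19 flavonoid and anthocyanin genes, 11 rose in Col-0 at LRFR 25 h and 8 did not pass, with the same 11 adjusted over the list alone (camera adjusted p = 1.84e-13, adjusted p = 0.0478 with an estimated correlation). *CHS* (AT5G13930), coding for chalcone synthase at the entry to the pathway and placed in cluster 3, went from 410 ± 88.7 to 1270 ± 292 CPM (mean ± SD, 3 libraries). *FLS1* (AT5G08640), the main flavonol synthase gene, went from 55.3 ± 11.5 to 214 ± 66.2 CPM, and *F3'H*, the gene of flavonoid 3'-hydroxylase, from 9.17 ± 1.39 to 34.1 ± 13.8 CPM, both from cluster 4. *CHIL*, a chalcone isomerase-like gene that aids this step, rose by 1.55 (SE 0.10, edgeR adjusted p = 6.68e-08). Not passing with edgeR were *DFR* (log2FC -0.22, SE 0.24, adjusted p = 0.687) and *LDOX* (log2FC -0.10, SE 0.21, adjusted p = 0.857), which make anthocyanidins, and their regulator *MYB75* (log2FC -0.25, SE 0.45, adjusted p = 0.83).

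In *pif457* 6 of the 19 genes rose at 25 h, and adjusted over the list alone 9 rose and 4 fell (camera adjusted p = 5.58e-06, adjusted p = 0.303 with an estimated correlation). *CHS* reached 967 ± 80.8 CPM and *FLS1* 198 ± 14.5 CPM there. The list responded less in *pif457* as a whole (interaction, camera adjusted p = 3.6e-12, adjusted p = 0.045 with an estimated correlation), but only *UGT78D2*, a flavonoid glucosyltransferase gene, passed by itself (-0.39, SE 0.08, edgeR adjusted p = 0.0399), a call lost in 18 of 25 other settings (adjusted p 8.91e-04 to 0.171). Adjusted over the list alone, 8 responded less. The levels differed at the start: the mean level of the list, in log2 units relative to Col-0 in HRFR, went from 0.00 ± 0.22 to 0.81 ± 0.27 in Col-0 and from 0.64 ± 0.03 to 0.95 ± 0.03 in *pif457*, which was not the lower at 25 h. In HRFR 8 of the 19 genes were higher in *pif457* than in Col-0 (camera adjusted p = 1.91e-12, adjusted p = 0.105 with an estimated correlation), and *MYB75* stood at 1.48 ± 0.336 against 0.481 ± 0.224 CPM, a call lost in 6 of 25 other settings.

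**Figure D2:**
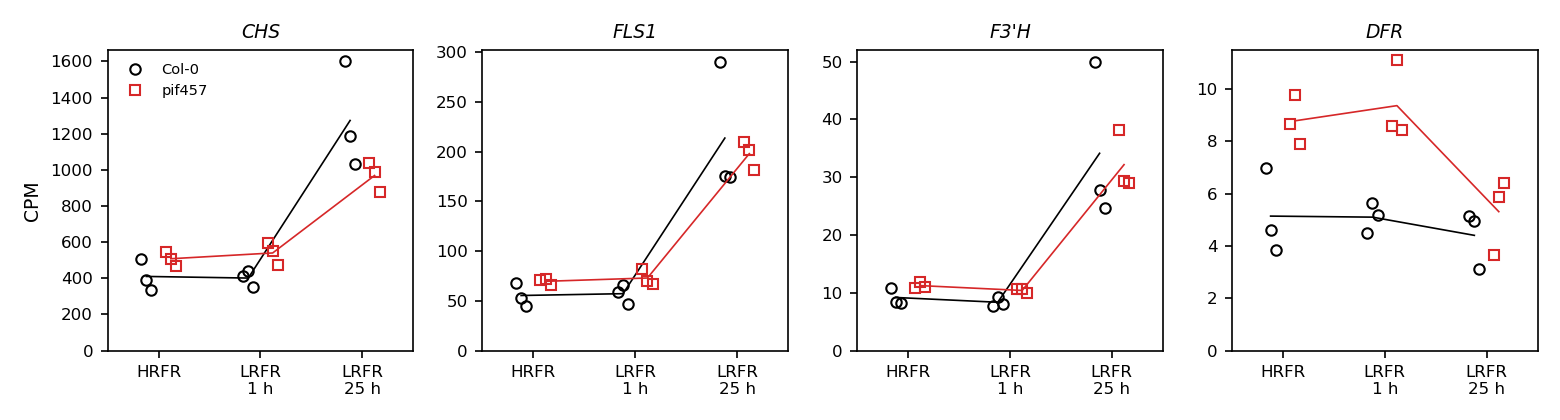
CPM of *CHS*, *FLS1*, *F3'H* and *DFR* in each library of Col-0 and *pif457* in HRFR, at LRFR 1 h and at LRFR 25 h. Each point is 1 library.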

**Fig. 2:**
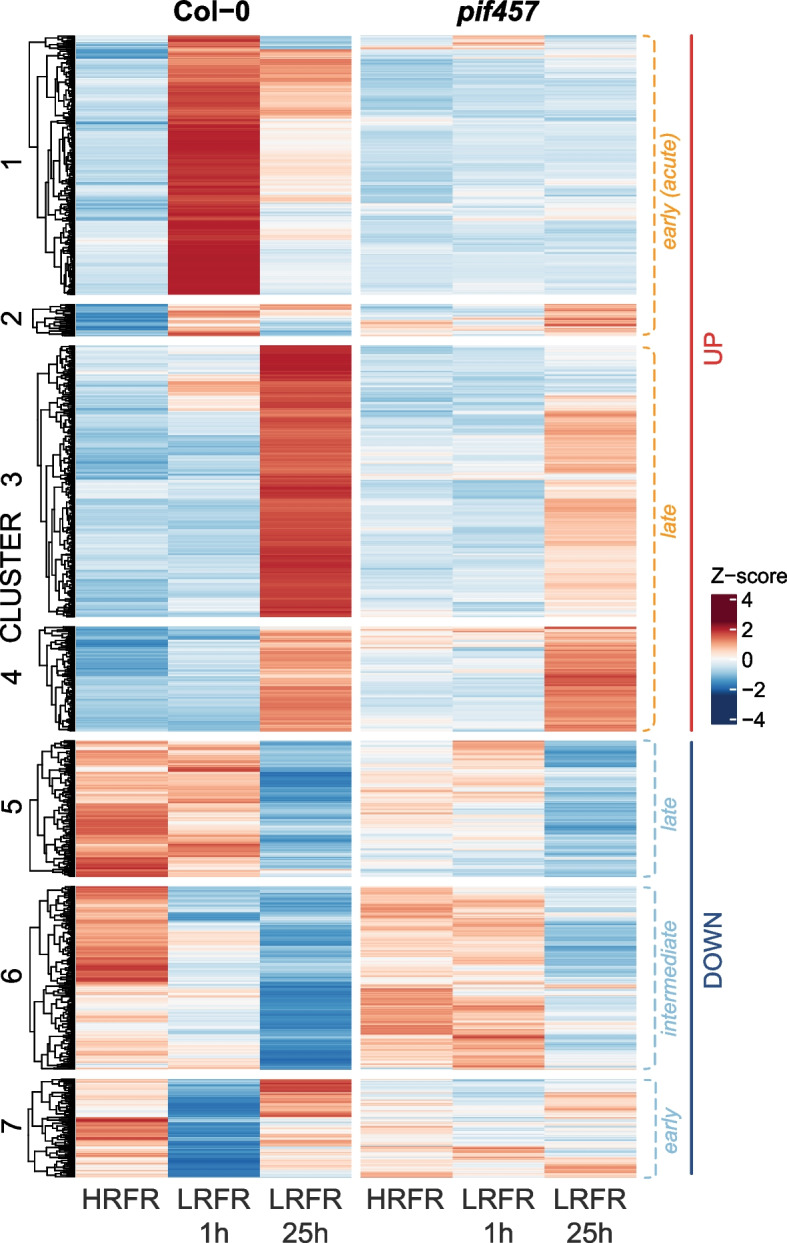
PIFs promote transcriptional response to shade. Heatmap of differentially expressed genes (DEGs) in HRFR, 1 h and 25 h of LRFR in Col-0 and *pif457* mutant (padj < 0.05, abs(Log_2_ FC) > 0.6)

Since active phyB regulates the turnover of PIFs and reduces their activity [6–13, 15, 40], we checked the expression and protein levels of PIF4, PIF5, and PIF7 to determine whether PIF levels may underlie the pattern of PIF target gene expression. These PIFs are known to be under strong circadian clock regulation, with a peak in expression around ZT3 and highest protein accumulation at midday in LD conditions [54, 55]. In our conditions, the expression of *PIF4* and *PIF5* was shade-unresponsive, while *PIF7* expression was reduced in response to 1 h and 25 h of LRFR (Fig. 3A), possibly as a compensatory mechanism of the shade avoidance response. Unlike gene expression, PIF4 and PIF5 protein levels significantly increased transiently in response to shade (Fig. 3A), followed by a return to HRFR levels after prolonged LRFR exposure (Fig. 3A). PIF7 total protein levels were overall more stable, accompanied by the disappearance of upper phosphorylated band and a mild and non-significant increase of its levels at 1 h of LRFR (Fig. 3A, Additional file 1: Fig. S3C). A somewhat distinct LRFR regulation of PIF7 activity from the one of PIF4 and PIF5 has been suggested, involving regulation of its phosphorylation status and phyB sequestration into condensates [11, 13, 15, 16, 40]. Next, we examined recruitment of PIFs to their binding sites using ChIP-qPCR. As an example of an early PIF target gene we looked at *PIL1*. We tested PIF binding to canonical CACGTG motifs (G-box) upstream of the *PIL1* TSS to determine whether there was a correlation between PIF protein levels and recruitment to chromatin in response to shade. We observed a correlation between PIF4 protein levels (Fig. 3A) and *PIL1* promoter occupancy (Fig. 3B). Moreover, PIF7 dephosphorylation, and to a less extent its protein levels, followed the increase in *PIL1* promoter occupancy (Fig. 3A-B, Additional file 1: Fig. S4C). The same trend was observed for other PIF-regulated genes (Additional file 1: Fig. S4A-B), indicating that a transient increase in PIF4 protein levels and/or overall change in the phosphorylation status of PIF7 led to higher occupancy of their binding sites, providing a possible explanation for the transient upregulation of early PIF target genes (Fig. 3C).

**Fig. 3:**
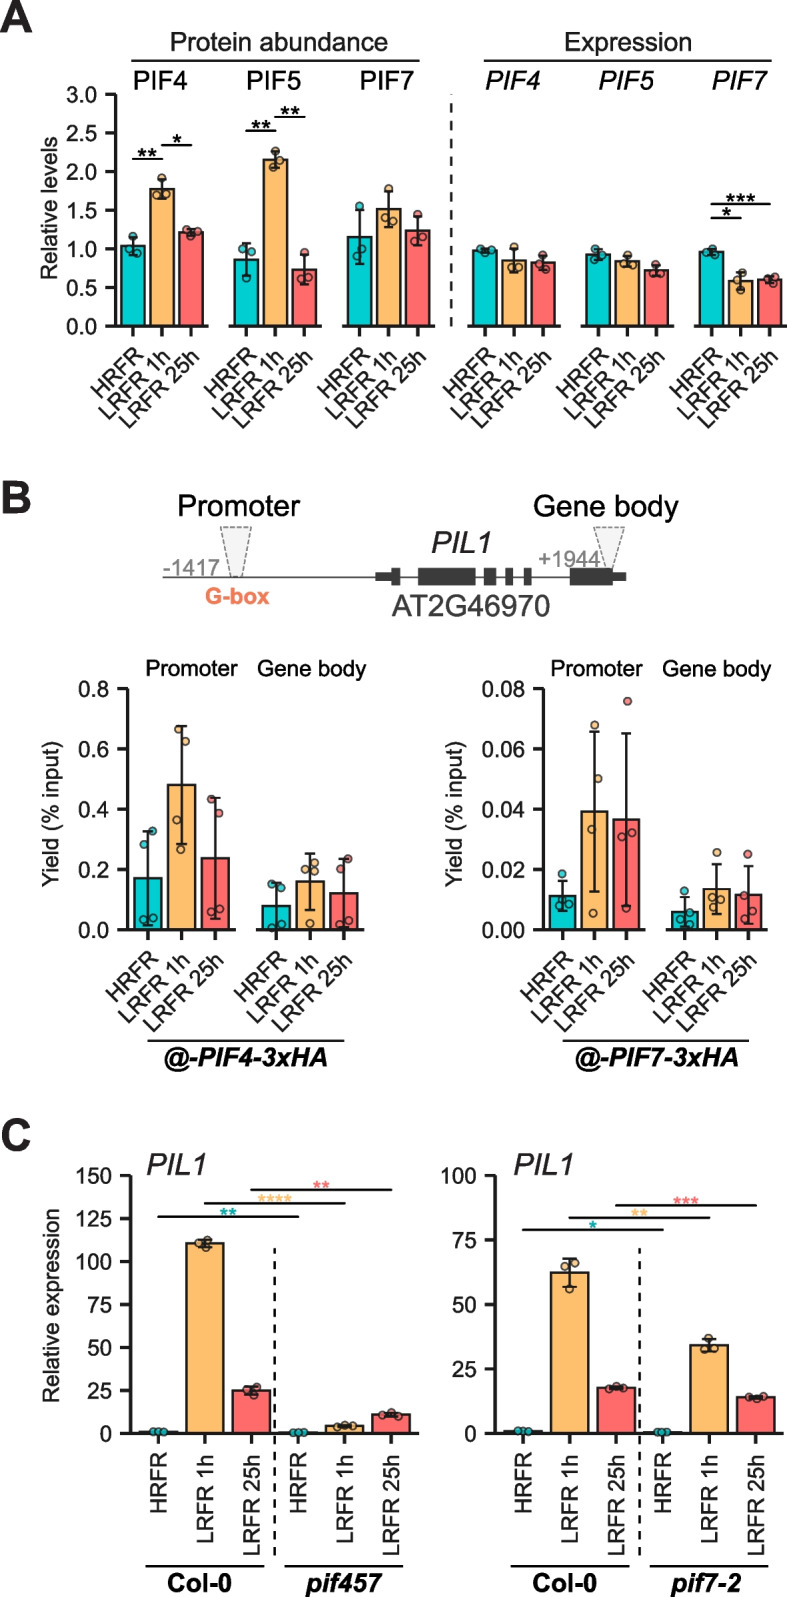
Transient increase in accumulation of PIFs correlates with gene occupancy in response to LRFR. **A** Relative protein abundance of PIF4, PIF5 and PIF7 normalized to DET3 levels (left panel). Relative gene expression of *PIF4*, *PIF5* and *PIF7* normalized to the reference genes *YLS8* and *UBC21* (right panel). Each bar represents the average of three biological replicates, with individual replicates shown as dots. **B** Left panel displays ChIP-qPCR of pPIF4:PIF4-3xHA line (in *pif4-101*) for *PIL1* locus. Right panel displays ChIP-qPCR of pPIF7:PIF7-3xHA line (in *pif7-2*) for *PIL1* locus. Data are from 4 biological replicate and each biological replicate was calculated as the average of minimum two technical qPCR replicates. Bars represent the average of biological replicates. **C** Relative gene expression of *PIL1* in *pif457* (left panel) and *pif7-2* (right panel) mutants. Seedlings were grown either in HRFR for 7 days (HRFR), moved to LRFR for 1 h at ZT2 of day 7 (LRFR 1 h) or moved to LRFR at ZT2 of day 6 until day 7 (LRFR 25 h). Samples were collected at ZT3 on day 7. For gene expression measurements, each bar represents the average of three biological replicates (individual replicates shown as dots) obtained by averaging three technical qPCR replicates. Error bars indicate standard deviation (SD) and asterisks represent statistical significance (Students T-test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001) throughout unless otherwise indicated

### Low R/RF promotes dynamic changes of accessible chromatin regions

To examine the effect of LRFR on accessible chromatin regions we performed differential accessibility analysis of ATAC-seq. In total, we detected 84 differentially accessible regions (DARs), 32 in response to 1 h of LRFR (Fig. 4A, Additional file 1: Fig. S5A, Additional file 2: Table S5a), and 61 in response to 25 h of LRFR (Fig. 4A, Additional file 1: Fig. S5A, Additional file 2: Table S5a). Under short LRFR exposure, the regions were prevalently becoming more accessible compared to HRFR, with less accessible regions appearing after long LRFR exposure (Fig. 4A, Additional file 1: Fig. S5A). Genes associated with DARs that were not expressed in Col-0 were excluded from further analysis, leaving 72 DARs associated with 65 genes (Additional file 2: Table S5b). In general, these DARs were mostly found within 0.1–2 kb 5’ of the TSS [33] and within ± 0.1 kb of the TSS [25], with 17 DARs directly bound by PIF7 (Fig. 4B, Additional file 2: Table S5b).

**Fig. 4:**
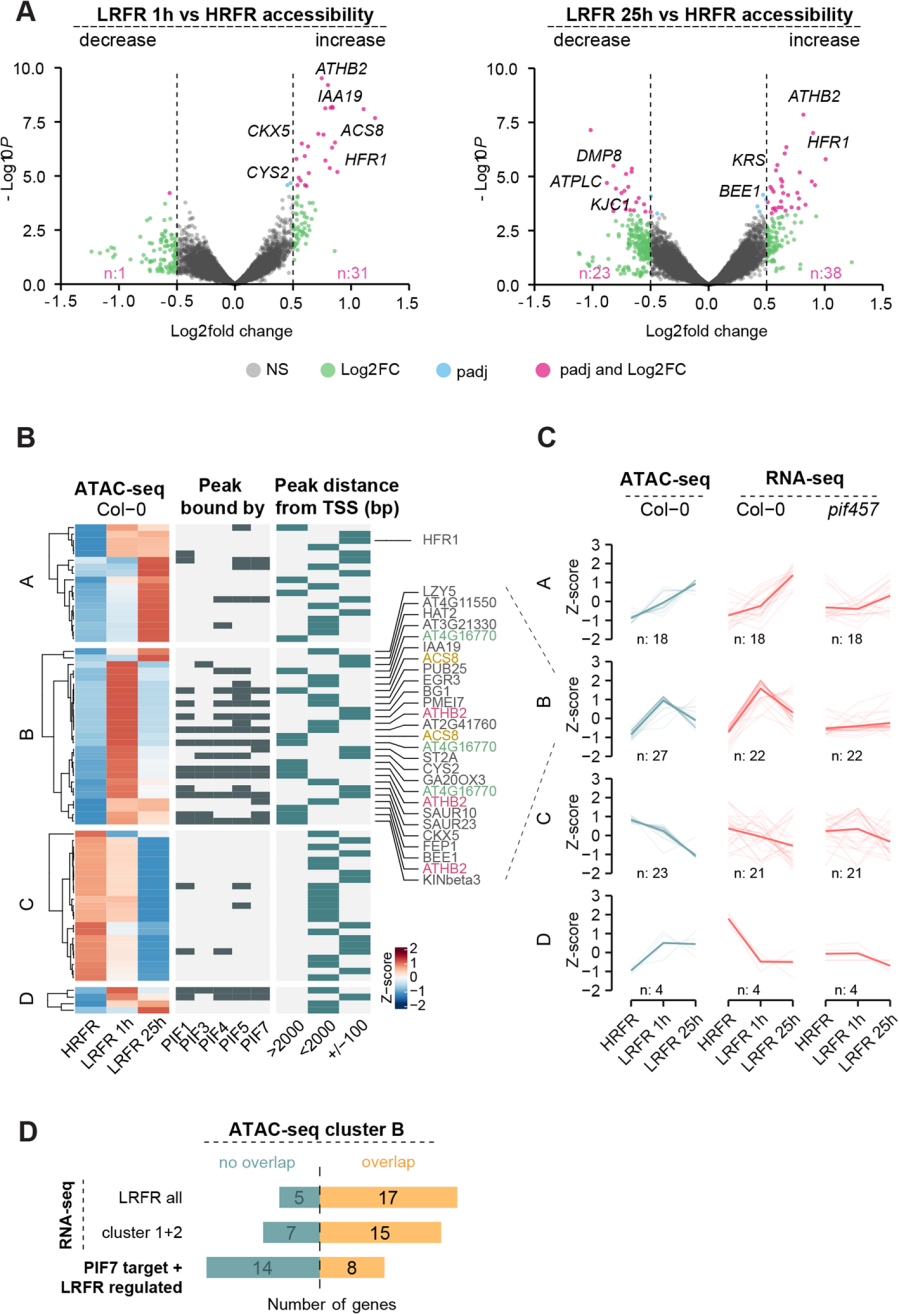
Chromatin accessibility in response to LRFR affects a moderate number of genes. **A** Volcano plots of differentially accessible regions (DARs) in comparisons of 1 h of LRFR (left panel) and 25 h of LRFR (right panel) versus HRFR in Col-0. Statistical cutoff is set at padj < 0.05 and abs(Log_2_ FC) > 0.5. **B** Heatmap of differentially accessible regions (DARs) in Col-0 in HRFR, LRFR 1 h and LRFR 25 h, hierarchically clustered into four distinct clusters based on ATAC-seq and RNA-seq. The middle panel shows DARs bound by PIF1, PIF3, PIF4, and PIF5 [56] and PIF7 [40]. The right panel shows the distance of each DAR to the nearest transcription start site (TSS, defined as ± 100 bp from the start codon). Z-score represents row-normalized ATAC-seq chromatin accessibility (counts per million of each chromatin region are scaled by subtracting the row mean and divided by the row standard deviation). **C** ATAC-seq counts of DARs in Col-0 and the expression of genes in Col-0 and *pif457* associated with the DARs are represented as an average z-score. Z-score represents row-normalized ATAC-seq chromatin accessibility and row-normalized RNA-seq expression (TPM of each gene is subtracted by the row mean and divided by its standard deviation). Thick line is the average trend line. The number of DARs and associated genes in each cluster is displayed below the plots. **D** Number of genes from ATAC-seq cluster B that overlap with all DEGs from RNA-seq or only with acute shade responding clusters 1 and 2 and with PIF7 and shade regulated target genes

We performed hierarchical clustering of the 72 DARs and divided them into four distinct clusters, considering chromatin accessibility and gene expression of the associated genes in Col-0 (Fig. 4B). Cluster A consists of DARs that increased accessibility after 25 h of LRFR exposure, with only a few of these sites bound by PIF4 or PIF7 (Fig. 4B), as defined based on the data from [40, 56]. In contrast, cluster B contains DARs that transiently increased accessibility after 1 h of LRFR, and many of these are bound by PIF4 and PIF7 (Fig. 4B). Importantly, the chromatin accessibility pattern of cluster B reflected the transcriptional response of Col-0 and was dependent on PIF457 (Fig. 4C). 

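Several genes that Fig. S5C labels beside the accessibility sites of cluster B rose steeply within 1 h in Col-0 and had dropped by 25 h. *ACS8* (AT4G37770, chromosome 4, 17752079 to 17754157 in TAIR10.1), whose enzyme makes the ethylene precursor ACC, went from 1.14 ± 0.382 CPM in HRFR to 40.1 ± 9.15 CPM at 1 h and 4.94 ± 1.68 CPM at 25 h (mean ± SD, 3 libraries). *IAA19* (AT3G15540, chromosome 3, 5264001 to 5265695), an Aux/IAA gene of auxin signalling, went from 7.11 ± 1.34 to 75.3 ± 11.5 and 17.7 ± 3.98 CPM. *HAT2* (AT5G47370, chromosome 5, 19216271 to 19218007), a homeodomain-leucine zipper gene, went from 13.4 ± 0.846 to 123 ± 12.7 and 31.5 ± 2.03 CPM. At 1 h *pif457* had 0.716 ± 0.169 CPM of *ACS8*, 7.46 ± 0.345 of *IAA19* and 19.3 ± 0.499 of *HAT2*. With edgeR the interaction at 1 h was -3.91 for *ACS8* (SE 0.68, adjusted p = 0.00372, lost only without *pif457* HRFR replicate 3), -2.78 for *IAA19* (SE 0.26, adjusted p = 7.22e-06) and -2.99 for *HAT2* (SE 0.13, adjusted p = 1.31e-09).

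*BEE1*, a bHLH gene of brassinosteroid signalling, rose by 3.73 at 1 h (SE 0.27, edgeR adjusted p = 3.48e-08), and *PUB25*, a U-box ubiquitin ligase gene, by 0.95 (SE 0.10, adjusted p = 4.77e-06). *SAUR23*, of the small auxin-induced family, rose in *pif457* as well, to 3.42 ± 0.179 CPM against 27.2 ± 6.28 CPM in Col-0. *GA20OX3*, a gibberellin biosynthesis gene, was barely expressed at 0.932 ± 0.354 CPM and still rose (log2FC 2.86, SE 0.48, edgeR adjusted p = 9.44e-04). *CYS2*, coding for a cystatin, did not pass at 1 h (log2FC 0.20, SE 0.38, edgeR adjusted p = 0.921) or at 25 h (log2FC 0.69, SE 0.37, adjusted p = 0.309). The accessibility data are not analysed here.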

Most genes in cluster B were regulated by LRFR (Fig. 4D) and included direct PIF7 targets, such as *ATHB2*, *ACS8*, *IAA19*, and *HAT2* (Additional file 1: Fig. S5C). Gene Ontology (GO) enrichment analysis of this cluster confirmed a significant enrichment in terms related to the auxin response and shade avoidance (Additional file 1: Fig. S5D). 

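*EXL3* (AT5G51550), coding for a secreted EXORDIUM-like protein and labelled in Fig. S5C with cluster D, lost transcript step by step in LRFR. In Col-0 it went from 111 ± 3.82 CPM in HRFR to 78.1 ± 9.18 CPM at 1 h and 53.3 ± 9.4 CPM at 25 h (mean ± SD, 3 libraries). With edgeR the fall was -0.50 at 1 h, short of the fold threshold (SE 0.10, adjusted p = 0.0078), and -1.05 at 25 h (SE 0.11, adjusted p = 4.47e-06). In *pif457* it did not pass at 1 h (log2FC 0.05, SE 0.10, edgeR adjusted p = 1) and by 25 h stood at 58.2 ± 4.9 CPM. Its log2FC at 25 h there was -0.57 against HRFR, smaller than in Col-0 and short of the fold threshold. Without *pif457* LRFR 25 h replicate 3 it was -0.64 and passed. AT1G50650, AT5G01275 and AT5G12043, the other genes labelled there, had too few reads to be tested.

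The genes labelled with cluster C went different ways. *FUM2*, the cytosolic fumarase gene, fell by -1.21 at 25 h in Col-0 (SE 0.12, edgeR adjusted p = 2.76e-06) and did not pass in *pif457* (log2FC -0.33, SE 0.12, adjusted p = 0.227). *bZIP2*, a transcription factor gene, stayed near its starting level at 25 h, with 175 ± 8.06 CPM in HRFR and 180 ± 7.27 CPM. *ASN1*, an asparagine synthetase gene active in the dark, varied between libraries (4.58 ± 3.56 CPM at 25 h) and its fall did not pass (log2FC -1.34, SE 0.42, edgeR adjusted p = 0.0565), though it passed in 5 of 25 other settings. Without Col-0 LRFR 25 h replicate 1 the log2FC of *ASN1* was -2.22 (adjusted p = 0.00106).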

While transcriptional and accessibility patterns closely matched in clusters A and B, the same cannot be said for cluster C, which were more variable or cluster D, where accessibility increased yet transcription decreased in response to LRFR (Fig. 4C). We note that while for some shade-induced genes, we saw a chromatin accessibility pattern that correlated with gene expression, this group represents less than 5% of transiently shade-induced genes from RNA-seq clusters 1 and 2 (Additional file 2: Table S4a).

Since auxin was found to control chromatin accessibility during developmental reprogramming [57–59], we hypothesized that chromatin accessibility might also be affected by the shade-induced increase in auxin levels. Because SAV3 mediates a critical auxin biosynthetic step in the formation of indole-3-pyruvic acid (IPA) [25], we examined the *sav3-2* mutant by ATAC-seq and compared it to Col-0. The most prominent shade responsive genes such as *ATHB2* and *HFR1*, which are SAV3 independent [15] did not significantly differ between *sav3-2* and Col-0 (Additional file 2: Table S5a-b). However, we observed a weaker response to short term shade for genes present in the PIF dependent cluster B (Additional file 1: Fig. S6A-B). PIF independent clusters showed similar patterns of chromatin accessibility changes in Col-0 and *sav3-2* (Additional file 1: Fig. S6A-B). Yet, the reduced response of cluster B in *sav3-2* suggests a partial dependence on auxin. However, as observed in Col-0, this pattern of chromatin accessibility was only seen for a subset of shade-regulated genes.

In addition to transcriptional changes LRFR promotes various epigenetic changes. Some are well described and induced by PIFs, such as the two marks of active transcription H3K9ac and H3K9me3 [37, 40]. We used published ChIP-seq datasets of these two histone modifications (GSE139296, PRJNA839161) to examine our ATAC-seq gene clusters. We found that, in contrast to other clusters, genes in PIF-dependent cluster B are also more enriched in H3K9ac and H3K9me3 under LRFR (Additional file 1: Fig. S7A-B).

### phyB and PIFs contribute to changes in chromatin accessibility

To investigate whether the phyB-PIF module is involved in regulating chromatin accessibility in response to LRFR we analyzed DARs of two typical shade-upregulated genes *ATHB2* (from cluster B) and *HFR1* (from cluster A) (Fig. 5A, Additional file 1: Fig. S8C-D). We chose these genes because they have different expression patterns (*ATHB2* expression is more transiently induced by LRFR, while *HFR1* expression remains high in LRFR) and because their DARs have different characteristics: *ATHB2*’s DARs are 5’ upstream of its TSS and are PIF7 binding sites, while *HFR1*’s DAR is at the TSS and is not a PIF7 binding site. 

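*ATHB2* fell back within a day of LRFR while *HFR1* did not. In Col-0 *ATHB2* (AT4G16780, chromosome 4, 9449114 to 9450905 in TAIR10.1) dropped from its level at 1 h to 42.4 ± 4.26 CPM at 25 h (mean ± SD, 3 libraries; log2FC of 25 h against 1 h -1.88, SE 0.11, edgeR adjusted p = 7.89e-09). It remained above HRFR (log2FC 2.59, SE 0.12, edgeR adjusted p = 1.12e-09). *HFR1* (AT1G02340, chromosome 1, 465616 to 467880) stood at 142 ± 9.38 CPM at 25 h (log2FC against HRFR 3.19, SE 0.17, edgeR adjusted p = 2.89e-09), and its difference from 1 h did not pass (log2FC 0.42, SE 0.15, adjusted p = 0.0865), except without Col-0 LRFR 1 h replicate 3 (log2FC 0.64, adjusted p = 0.00362).

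In *pif457* *ATHB2* stood at 19.1 ± 1.96 CPM at 1 h and 16.4 ± 0.629 CPM at 25 h, the latter below Col-0 as well (log2FC -1.38, SE 0.11, edgeR adjusted p = 8.71e-07). The interaction of *ATHB2* at 25 h did not pass (-0.71, SE 0.18, edgeR adjusted p = 0.141), but passed with DESeq2 (adjusted p = 0.0411) and without Col-0 LRFR 1 h replicate 3 (adjusted p = 0.0408). *HFR1* rose in *pif457* by 25 h (log2FC 2.62, SE 0.20, edgeR adjusted p = 1.62e-06) but from its low start reached 16.1 ± 1.6 CPM, and its interaction at 25 h did not pass either (-0.57, SE 0.26, adjusted p = 0.838).

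**Figure D3:**
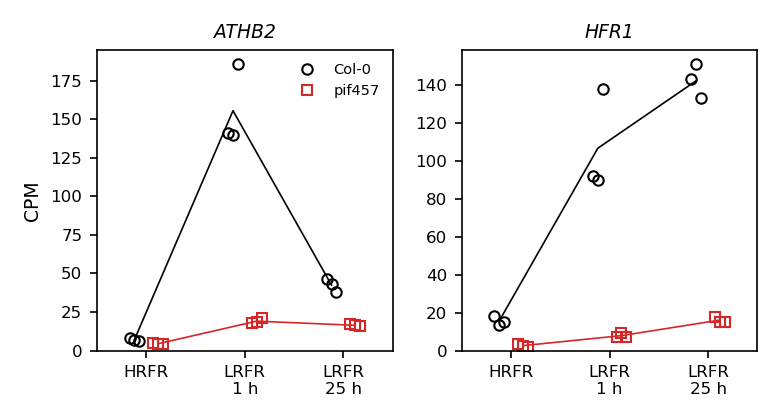
CPM of *ATHB2* and *HFR1* in each library of Col-0 and *pif457* in HRFR, at LRFR 1 h and at LRFR 25 h. Each point is 1 library.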

Exposure to LRFR led to enhanced accessibility of both *ATHB2* DARs and the *HFR1* TSS (Fig. 5A). Of particular note is that the DAR at *HFR1*’s TSS does not comprise a G-box, while both PIF7 binding sites upstream of *ATHB2* (P1, P2) comprise G-boxes. We compared chromatin accessibility at these DARs with regions on the gene body (G) of both genes, which were less accessible and did not change in response to LRFR (Fig. 5A). Using CoP-qPCR, a method to isolate accessible chromatin regions and compare them to the input to test for enrichment [60], we were able to confirm a significant increase in accessibility of *ATHB2* and *HFR1* DARs in Col-0, validating the ATAC-seq results (Fig. 5B). Since these changes were LRFR-mediated, we first decided to test the role of phyB using both over-expressors and a loss-of-function mutant. Overexpression of phyB resulted in a strong repression of hypocotyl elongation in both HRFR and LRFR, while the absence of phyB promoted hypocotyl elongation (Additional file 1: Fig. S8A-B). In addition, expression of the shade-marker genes *PIL1* and *HFR1* was de-repressed in *phyB-9*, while strongly reduced in the over-expression line (Additional file 1: Fig. S8C-D). In *phyB-9* mutant, *ATHB2* DARs were already more accessible in HRFR and remained more accessible in all conditions (Fig. 5B). The same tendency was observed at the *HFR1* TSS in the *phyB-9* mutant (Fig. 5B), although this region is not directly bound by PIFs. In contrast, phyB overexpression prevented both *ATHB2* DARs from increasing their accessibility in response to shade (Fig. 5B).

**Fig. 5:**
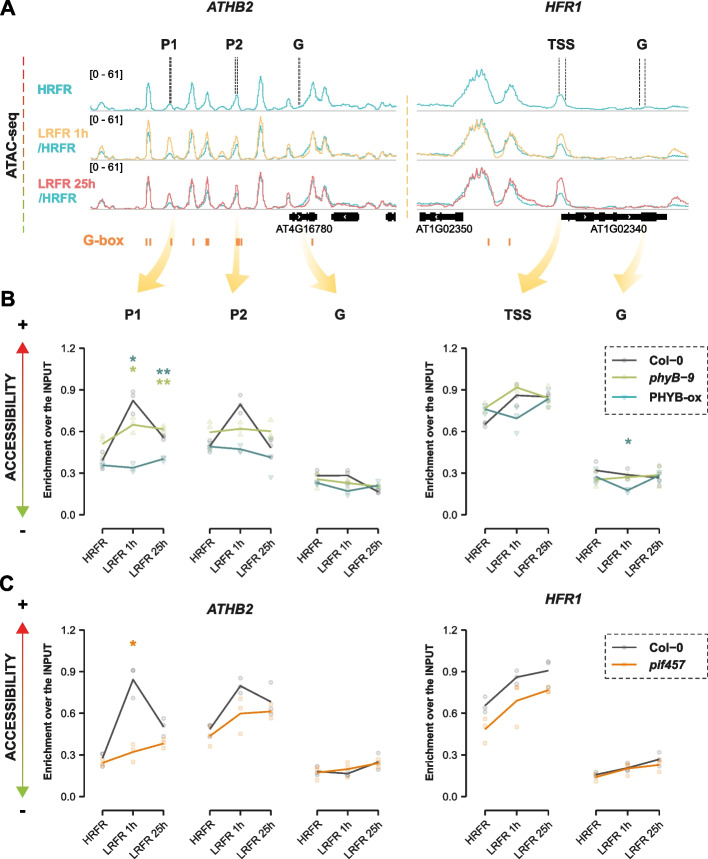
Increase in chromatin accessibility of a set of shade regulated genes is induced by PIFs in response to LRFR. **A** IGV browser view of shade regulated genes *ATHB2* and *HFR1* with changes in chromatin accessibility in response to LRFR in Col-0. Regions tested by CoP-qPCR are marked above the panel. G-boxes are indicated in orange below the panels. ATAC-seq tracks are an average of three biological replicates. **B** Chromatin accessibility of *ATHB2* and *HFR1* assayed by CoP-qPCR in Col-0, *phyB-9* and PHYB-ox (35S:PHYB-GFP). Asterisks represent statistical significance in comparison to Col-0 at the same time point (Student T-test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Three biological replicates with the average trend line are presented. **C** Chromatin accessibility of *ATHB2* and *HFR1* assayed by CoP-qPCR in Col-0 and *pif457*. Asterisks represent statistical significance in comparison to Col-0 at the same time point (Student T-test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Three biological replicates with the average trend line are presented

Considering PIFs as major targets of phyB regulation and recent findings indicating a role of PIFs in altering the chromatin landscape [6, 7, 9, 11, 13, 40, 61–63], we hypothesized that the effect of phyB on chromatin accessibility may be achieved through PIFs. We, therefore, determined the role of PIF457 in LRFR-induced hypocotyl elongation, expression of shade marker genes, and DARs by using the *pif457* triple mutant (Additional file 1: Fig. S8, Fig. 5C). The response of both *ATHB2* DARs to LRFR was strongly reduced in *pif457*, indicating that PIFs are necessary for the increase in their accessibility (Fig. 5C). The same effect was seen for *IAA19* (Additional file 1: Fig. S8E-F). Interestingly, we also observe overall reduced accessibility of *HFR1* TSS in *pif457*, suggesting a strong effect of PIF457 on this region, although the response to LRFR maintained a similar magnitude (Fig. 5C).

Given the known functional interaction between PIF7 and INO80 [40], we decided to use *ino80-7* mutant to test if chromatin accessibility of shade regulated genes is influenced by INO80 complex. In response to LRFR, *ino80-7* showed an impaired hypocotyl elongation as previously shown for other *ino80* allele [40], but the expression of tested shade regulated genes, except for *HFR1*, was comparable to Col-0 (Additional file 1: Fig. S9A-B). We observed that chromatin accessibility of the tested DARs was also similar to Col-0 (Additional file 1: Fig. S9C-D). Overall, the data suggest that INO80 does not define accessibility of PIF7 binding sites.

*HFR1* has a particular transcription pattern that remains at high levels even after 25 h of LRFR (Additional file 1: Fig. S10C-D) [18]. This pattern correlates with the increased accessibility of its TSS. To investigate the regulation of *HFR1* TSS accessibility and a potential connection between chromatin accessibility and transcription, we investigated HY5 as a potential candidate. HY5 binds to the TSS of *HFR1* [64] and contributes to promoting its expression in response to LRFR (Additional file 1: Fig. S10C), HY5 also repressed hypocotyl elongation in HRFR and LRFR (Additional file 1: Fig. S10A). In addition, we investigated the role of HY5 HOMOLOGUE (HYH), which regulates transcriptional reprogramming together with HY5 [65]. However, in our conditions, *hy5hyh* did not significantly differ from *hy5* (Additional file 1: Fig. S10B, D). Finally, we did not observe significant changes in *HFR1* TSS opening in response to long-term LRFR between Col-0 and *hy5* or *hy5hyh* (Additional file 1: Fig. S10E-F), suggesting that HY5 and HYH do not regulate *HFR1* TSS chromatin accessibility.

## Discussion

Our aim was to determine the potential role of chromatin accessibility during LRFR-induced transcriptional reprogramming. We focused on the roles of PIFs and particularly PIF7, which is known to play a central role in LRFR-induced changes of gene expression [15, 40, 66–68]. Our data indicates that chromatin accessibility is not a major barrier for PIF7 binding and activity prior to shade treatment, given that PIF7 binding sites were accessible prior to LRFR treatment for approximatively 90% of the putative PIF7 target genes (Fig. 1D-E, Additional file 1: Fig. S1A-B, Fig. S2A-B). With relatively easy access to its binding sites, PIF-induced transcription can be very rapid (Fig. 2), consistent with previous publications [18, 22, 29, 40, 69]. Transient shade-regulated changes in transcript abundance observed for hundreds of genes are also unlikely to depend on chromatin accessibility. Indeed, for most PIF7-target genes we did not observe changes in chromatin accessibility in response to LRFR (Fig. 4, Additional file 2: Table S2a-b, S3). Similarly, chromatin accessibility does not seem to explain the distinct response between rapidly LRFR-induced (clusters 1, 2, in Fig. 2) and slowly induced genes (cluster 3, in Fig. 2). Chromatin accessibility was also analyzed during de-etiolation [70], a developmental process characterized by altered expression of thousands of genes [71]. Accessibility changes observed on regulatory regions during de-etiolation are found only for a small subset of differentially expressed genes [70, 71], suggesting that genome-wide transcriptional regulation mediated by light may not need extensive remodeling of chromatin accessibility. Nevertheless, we identified a small subset of shade-regulated PIF7 target genes with changes in chromatin accessibility either at PIF binding sites or at the TSS (Fig. 4). These include well known shade marker genes such as *ATHB2*, *HFR1* and *IAA19*. Most of these genes are found within a slightly larger cluster B of rapidly upregulated genes in response to LRFR with chromatin accessibility changes along their regulatory regions (Fig. 4, Additional file 1: Fig. S1, Additional file 2: Table S5b). We found that these genes are not expressed in a specific cell type under HRFR (i.e., the mesophyll as the most abundant cell type) [72], but they are characterized by two marks of active transcription, H3K9ac and H3K4me3 (Additional file 1: Fig. S7), that are prevalent in PIF regulated genes in response to LRFR [37, 40].

In our study LRFR triggers moderate but significant changes in chromatin accessibility (Fig. 4). To establish what regulates these changes, we investigated auxin as the major driving force of physiological adaptations to shade. Though auxin-related genes show strong transcriptional response under shade [22, 25], the reduction in chromatin accessibility of a set of genes in PIF regulated cluster B observed in *sav3-2* is moderate (Additional file 1: Fig. S6). One hypothesis is that the transient auxin increase during early perception of neighbor threat [73] is not capable of inducing profound remodeling of chromatin accessibility as seen during developmental reprogramming [57–59]. However, given that four genes from cluster B with reduced changes in chromatin accessibility in *sav3-2* also show reduced LRFR-induced expression in this mutant [15], this suggests a link between changes in chromatin accessibility and increased expression in this subset of genes.

Chromatin accessibility at most PIF7 binding sites is stable (Fig. 1), but a group of LRFR regulated genes displays rather dynamic changes at their PIF4/PIF7 binding sites (Fig. 4). Consistent with the role of phyB as the critical regulator of PIFs activity [6–13], we found that PIF7 bound DARs showed increased chromatin accessibility in *phyB-9*, in contrast to overexpressing phyB, supporting the role for PIFs in regulating chromatin accessibility in response to shade (Fig. 5). Whether PIFs can directly remodel the chromatin landscape of the genes they regulate was not fully investigated. However, several publications indicate that PIF-mediated transcription is accompanied by chromatin changes of the transcribed regions [40, 61–63]. In favor of PIFs ability to promote nucleosome remodeling are the described lower chromatin accessibility found at the promoters of *BBX21* and *GLK1* genes in the *pifQ* mutant under darkness [74] and the capacity of the PIF4 and PIF7 to directly interact with the INO80 complex to promote H2A.Z eviction [40, 61–63]. Although PIF7 recruits the INO80 complex in response to shade at transcribed genes [40], we did not observe effect of INO80 on PIF7 binding sites in HRFR or LRFR (Additional file 1: Fig. S9). This may be because the role of INO80 occurs later in the process by changing nucleosome composition as transcription of shade regulated genes occurs. Importantly, we observe a similar trend in chromatin accessibility and transcriptional changes, and for cluster B this seems to correlate with the occupancy of PIF binding sites. Although we are not able to concurrently assess whether differences in the chromatin landscape of PIF binding sites might be associated with the observed transcriptional pattern differences, Willige et al. notice increased hyperacetylation around DNA regulatory regions on the promoters of some shade responsive genes such as *ATHB2* and *HAT3* [40]. This hyperacetylation seems to appear faster than on the gene bodies, even though on much smaller scale [40]. To what extent these changes influence transcriptional response to LRFR needs more attention, as some chromatin modifications occur rapidly [40], while others are trailing marks of active PIF-mediated transcription [37].

Based on our study, we suggest that the chromatin accessibility of PIF binding sites is not a limiting factor in the regulation of gene transcription in response to LRFR, as the sites are easily accessible prior to LRFR exposure. Increase in PIF protein levels and gene occupancy seem to be more predictive of this transcriptional response (Figs. 2 and 3A-C). Several other factors probably contribute to the dynamic regulation of shade responses, including regulation of the phosphorylation status of PIF7 (Additional file 1: Fig. S4C) [11, 15, 16, 40]. Moreover, PIFs are tightly regulated by the circadian clock [75, 76] and modulated by interaction with factors such as HFR1, DELLAs and HY5 [51, 67, 68, 77, 78]. Besides, while HY5 contributes to the transcriptional regulation of *HFR1*, it does not appear to affect HFR1 TSS chromatin accessibility (Additional file 1: Fig. S10), suggesting a primary role for PIFs. More genome wide studies focused on specific cell types are needed to assess PIF7 mediated chromatin remodeling, particularly around critical DNA regulatory motifs.

## Conclusions

Our study highlights the regulation of transcriptional responses to shade by increasing PIF occupancy at already accessible chromatin regions, with a moderate remodeling of that chromatin landscape. We propose that shade-mediated transcriptional regulation may not require extensive remodeling of DNA accessibility and is instead confined to a small subset of genes. These genes might share specific genomic features that we are currently unable to identify. While histone modifications of PIF regulated genes are significant indicator of their transcriptional activity, the main regulatory force of PIF-induced gene regulation appears to be PIF protein dynamics and their interaction with the pre-existing accessible chromatin landscape.

## Methods

### Plant material

*Arabidopsis thaliana* pPIF7:PIF7-3xHA (in *pif7-2*), pPIF5:PIF5-3xHA (in *pif5-3*), pPIF4:PIF4-3xHA (in *pif4-101*) and p35S:PHYB-GFP (PHYBox, in *phyB-9*) lines and *pif7-2*, *pif4-101 pif5-3 pif7-1* (*pif457*), *phyB*-*9*, *sav3-2*, *ino80-7*, *hy5* and *hy5hyh* mutants been previously described [25, 52, 54, 79–85].

### Growth conditions and light treatments

The Arabidopsis thaliana seedlings used in this study, except for hypocotyl elongation, were grown on ½ MS plates (without sucrose) for 7 days at 21 °C under 16 h light/8 h dark conditions (high Red/Far-Red light ratio—HRFR) or treated with low Red/Far-Red light (LRFR). Seedlings were treated with LRFR from ZT2 of day 6 until ZT3 of day 7 (LRFR 25 h) or from ZT2 until ZT3 of day 7 (LRFR 1 h). HRFR ratio corresponds to approximately 1.5 and a total fluence rate of PAR ~ 47–50 µmol/m^−2^ s^−1^. The ratio of LRFR treatment was from 0.13–0.2. For hypocotyl elongation experiments, seedlings were grown on ½ MS plates (without sucrose) for 7 days at 21 °C in HRFR or treated with LRFR from day 4 until day 7. Plants for seed production were grown on soil under 16 h light/8 h dark conditions in walk-in growth chambers.

### Generation of transgenic lines for INTACT-ATAC

For the INTACT-ATAC, the lines expressing both the pUBQ10::BirA and pUBQ10::NTF transgenes were generated in WT Col-0 and introduced into the *sav3-2* mutant by crossing. Briefly, pUBQ10::BirA was generated as described in [86]. The pUBQ10:NTF construct was generated, as also described in [86], cloning the WPP domain of the Arabidopsis thaliana RAN GTPASE ACTIVATING PROTEIN 1 (RanGAP1; At3g63130) at the N terminus, followed by the enhanced GFP protein (eGFP) and the biotin ligase recognition peptide downstream of the UBQ10 promoter. After crossing with *sav3-2* mutant, plants bearing both the pUBQ10:BirA and pUBQ10:NTF were selected for the resistance to glufosinate (BASTA) and kanamycin, respectively. Moreover, the expression of the biotinylated NTF proteins was tested running total protein extracted from homozygous lines on 4–15% gel, transferred on nitrocellulose membrane and probed with anti-Streptavidin antibody conjugated with HRP for chemiluminescent visualization.

### Hypocotyl measurements

Hypocotyl elongation measurements were done as described previously [52]. In brief, seedlings were grown on ½ MS vertical plates in a growth incubator in HRFR until day 4 (ZT2) and images were taken. Plates with seedlings were transferred to LRFR or kept in HRFR until taking images on day 7 (ZT2). Hypocotyl length was measured with a MATLAB script developed in the C.F. laboratory.

### Reverse Transcription—quantitative PCR (RT-qPCR)

Total Arabidopsis RNA was extracted using Plant RNeasy kit (Qiagen, Cat. No./ID: 74,904) according to the manufacturer’s instructions. cDNA was synthesized using Superscript II Reverse Transcriptase (Invitrogen, Life Technologies) with random oligonucleotides. Quantitative real-time PCR (qPCR) was done in three biological replicates with three technical replicates on QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems). Gene expression data was normalized against UBC and YSL8 genes. Primers used for the qPCR reactions can be found in Additional file 1: Table 1.

### ChIP-qPCR

For one biological replicate, 15 mg of seeds were sown on ½ MS. Seedlings were harvested, frozen in liquid nitrogen and ground with mortar and pestle. Ground powder was transferred to 10 mL of cold EB1 (60 mM HEPES pH 8, 0.4 M sucrose, 10 mM KCl, 10 mM MgCl_2_, 5 mM EDTA, cOmplete™ Mini EDTA-free Protease Inhibitor Cocktail) supplemented with 1% formaldehyde and incubated for 10 min at RT on a rotating wheel. Crosslinking was stopped by adding freshly prepared 2 M glycine to a final concentration of 0.125 M, incubated for 10 min at RT on a rotating wheel. Extracts were filtered through a layer of Miracloth, centrifuged for 10 min at 4000xg at 4 °C and supernatant was removed. Nuclei pellets were resuspended first in 1 mL of EB2 (0.25 M sucrose, 10 mM Tris–HCl pH 8, 1% Triton, 10 mM MgCl_2_, 5 mM beta-mercaptoethanol, cOmplete™ Mini EDTA-free Protease Inhibitor Cocktail), centrifuged for 10 min at 5000xg at 4 °C and then resuspended in 300 µL EB3 (1.7 M sucrose, 10 mM Tris–HCl pH 8, 0.15% Triton, 2 mM MgCl_2_, 5 mM beta-mercaptoethanol, cOmplete™ Mini EDTA-free Protease Inhibitor Cocktail). After centrifugation for 1 h at 16000xg at 4 °C, nuclei pellets were resuspended in 200 µL of NLB (50 mM Tris–HCl pH 8, 10 mM EDTA, 1% SDS, cOmplete™ Mini EDTA-free Protease Inhibitor Cocktail) and sonicated for 15 min on high power (PIF7) and 20 min on low power (PIF4) (SONICATION Bioruptor Digenode: 30 s ON 30 s OFF, 10 cycles).

The chromatin was immunoprecipitated with mouse monoclonal HA-Tag Antibody (F-7) (Santa Cruz Biotechnology, Cat No./ID: sc-7392) coupled to Dynabeads™ Protein A and Protein G mixture (Invitrogen, Cat No./ID: 10001D and 10003D). Chromatin was eluted in EB (1% SDS, 0.1 M NaHCO3) at 65 °C for 15 min twice. Input and IP were reverse crosslinked overnight at 65 °C with NaCl (0.2 M final) then treated with RNase A (Qiagen, Cat No./ID: 19,101) for 30 min at 37 °C, followed by Proteinase K (Fisher Scientific, Cat No./ID: AM2546) for 30 min at 55 °C. DNA was purified with QIAquick PCR Purification Kit (Qiagen, Cat No./ID: 28,104).

Quantitative real-time PCR (qPCR) was done with two to three biological replicates per experiment with three technical replicates on QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems) and normalized against the input. Primers used for the qPCR reactions can be found in Additional file 1: Table 1.

### Western blot—SDS-Page

For protein extractions, 20–25 seedlings were frozen in liquid nitrogen, ground to powder and resuspended in 2 × Laemmli buffer (0.125 M Tris–HCl pH 6.8, 4% SDS, 20% glycerol, 10% beta-mercaptoethanol, bromophenol blue). Extracts were heated for 5 min at 95 °C, spined down and loaded to 4–15% Mini-PROTEAN® TGX™ Precast Protein Gels (Bio-Rad, Cat No./ID: 4,561,086). After semi-dry transfer, the membranes were probed with rat monoclonal anti-HA antibody coupled to HRP (Roche, Cat No./ID: 12,013,819,001). Rabbit polyclonal anti-DET3 (Schumacher et al. 1999) and mouse monoclonal anti-tubulin (Abiocode, Cat No./ID: M0267-1a) antibodies were used for normalization. Chemiluminescence was generated with Immobilon Western Chemiluminescent HRP Substrate on Fujifilm ImageQuant LAS 4000 mini-CCD camera system (GE Healthcare).

### CoP (column purified isolation of regulatory elements)

Accessible chromatin was extracted using a modified CoP method [60]. For one biological replicate, 6–10 mg of seeds were sown on ½ MS. Seedlings were harvested, frozen in liquid nitrogen and ground with mortar and pestle. Ground powder was transferred to 35 mL of cold EB1 (60 mM HEPES pH 8, 1 M sucrose, 5 mM KCl, 5 mM MgCl_2_, 5 mM EDTA, 0.6% Triton-X100, cOmplete™ Mini EDTA-free Protease Inhibitor Cocktail) and incubated with 1% formaldehyde for 10 min at RT on a rotating wheel. Crosslinking was stopped by adding 2.4 mL of freshly prepared 2 M glycine, incubated for 10 min at RT on a rotating wheel. Extracts were filtered through a layer of Miracloth, centrifuged for 20 min at 4000xg at 4 °C and supernatant was removed. Nuclei pellets were resuspended first in 1 mL of EB2 (0.25 M sucrose, 10 mM Tris–HCl pH 8, 1% Triton, 10 mM MgCl_2_, 5 mM beta-mercaptoethanol, cOmplete™ Mini EDTA-free Protease Inhibitor Cocktail), centrifuged for 10 min at 12000xg at 4 °C and then resuspended in 300 µL EB3 (1.7 M sucrose, 10 mM Tris–HCl pH 8, 0.15% Triton, 2 mM MgCl_2_, 5 mM beta-mercaptoethanol, cOmplete™ Mini EDTA-free Protease Inhibitor Cocktail). After centrifugation for 1 h at 16000xg at 4 °C, nuclei pellets were resuspended in NLB (50 mM Tris–HCl pH 8, 10 mM EDTA, 1% SDS, cOmplete™ Mini EDTA-free Protease Inhibitor Cocktail) and sonicated for 10 min on high power (SONICATION Bioruptor Digenode: 30 s ON 30 s OFF, 10 cycles).

10% of chromatin was spared as input, the rest was purified using silica membrane columns from Wizard® SV Gel and PCR Clean-Up kit (Promega, Cat No./ID: A9282). Input was treated with RNase A (Qiagen, Cat No./ID: 19,101) for 30 min at 37 °C, followed with Proteinase K (Fisher Scientific, Cat No./ID: AM2546) for 30 min at 55 °C, then at 65 °C overnight. DNA was purified with Wizard® SV Gel and PCR Clean-Up kit and used for quantitative real-time PCR (qPCR). Three biological replicates with three technical replicates were checked on QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems) unless stated otherwise. Enrichment over the input was calculated for the chromatin accessibility of each region. Chromatin accessibility was further normalized against two open control regions on the promoters of ACT2 (AT3G18780, region chr3:6,474,579: 6,474,676) and RNA polymerase II transcription elongation factor (AT1G71080 region chr1:26,811,833:26,811,945). Primers used for the qPCR reactions can be found in Additional file 1: Table 1.

### INTACT/ATAC-seq

For each biological replicate of ATAC-seq, 10 mg of seeds were sown on ½ MS plates to obtain around 0.4 g of seedlings. ATAC-seq was performed as described previously [87] with minor modifications. In brief, the tissue was frozen in liquid nitrogen for nuclei isolation using the INTACT method [86]. The frozen tissue was ground with mortar and pestle then transferred to 15 mL tube with NPB (MOPS pH7 20 mM, NaCl 40 mM, KCl 90 mM, EDTA 2 mM, EGTA 0.5 mM, Spermidine 0.5 mM, Spermine 0.2 mM, 0.5 × Complete Protease Inhibitors) and filtered through one layer of Miracloth and 30 µm filter-tubes (Sysmex, Cat No./ID: 04–004–2326). After centrifugation at 1000xg for 10 min at 4 °C, the nuclei were resuspended in 1 mL of NPB and stained with 4,6-diamidino-2-phenylindole, centrifuged at 1000xg for 10 min at 4 °C, then resuspended in 1 mL of NPB.

Then, nuclei were conjugated to Dynabeads™ M-280 Streptavidin (Invitrogen, Cat No./ID: 11205D) and captured on the magnetic rack. Supernatant was removed and beads were washed twice with NPB, then left resuspended in NPB on ice. The purified nuclei (25,000–50,000 nuclei) were incubated with Tagment DNA TDE1 Enzyme and Buffer mix (Illumina, Cat No./ID: 20,034,197) at 37 °C for 30 min. DNA was purified with Wizard SV Gel and PCR clean-up system (Promega, Cat No./ID: A9282). Library was amplified using 2X KAPA HiFi HotStart (Roche, Cat No./ID: KK2601) and Nextera Primer Mix (i7 + i5) for 11 cycles (98 °C for 20’’, 63 °C for 30’’, 72 °C for 30’’; last step 72 °C for 1’). Amplified libraries were purified with ProNEx Size selective Purification System (Promega, Cat No./ID: NG2001) and only libraries with fragments between 100 and 600 bp, peaking at 300 bp were considered. Three biological replicates were used for sequencing on HiSeq 4000 (Illumina).

### RNA-seq

For each biological replicate of RNA-seq, 25–30 seedlings grown on ½ MS plates were harvested, frozen in liquid nitrogen and ground to powder. Total RNAs were extracted using RNeasy Plant Mini Kit (Qiagen, Cat No./ID: 74,904) according to the manufacturer’s instructions. Libraries generated with Illumina Stranded mRNA Prep (Illumina, Cat No./ID: 20,040,534) were sequenced on NovaSeq 6000 (Illumina).

### ATAC-seq analyses

Reads were mapped to the A. thaliana reference genome (TAIR10) using STAR [88]. Duplicates were removed with MarkDuplicates and sorted with SortSam from Picard. Blacklisted regions as defined in [89] were removed with BEDTools intersect [90]. To identify ATAC-seq peaks we employed MACS3 [91] without shifting the reads introduced by Tn5. Consensus peaks were generated based on an overlap of at least 50% of length in all replicates. Only peaks detected in all replicates were considered and chloroplast and mitochondrial peaks were removed. ChIPseeker [92] was used for peak annotation and clusterProfiler package [93] for functional annotation of peaks. Differential accessibility analysis was done with edgeR [94]. Bedgraph files created from BAM files with bamCoverage from deepTools [95] were scaled using –scaleFactor and converted to BigWig format with bedGraphToBigWig.

### RNA-seq analyses

Reads were trimmed with Cutadapt [96], filtered for ribosomal RNA with fastq_screen and further filtered for low complexity with reaper [97]. Reads were aligned to the A. thaliana reference genome (TAIR10) using STAR [88] and counted using htseq-count [98]. Differential gene expression analysis was done using DESeq2 [99] with the threshold of "p.adj < 0.05 and abs(log2FoldChange) > 0.6".

### ChIP-seq re-analysis

PIF7 ChIP-seq data GSE139296 [40] in response to 4 h of LRFR was re-analyzed and annotated with ChIPseeker [92]. We defined PIF7 direct and shade regulated genes by overlapping PIF7 ChIP-seq and RNA-seq. H3K4me3 data from PRJNA839161 project [37] was re-analyzed as follows, reads were aligned to the A. thaliana reference genome (TAIR10) using bowtie2 [100], samtools [101] was used to sort and index BAM files, and MarkDuplicates from Picard Tools to remove duplicates. Averaged bigWig files were used for plotting profiles and heatmaps with plotProfile and plotHeatmap after computeMatrix from deepTools. Published H3K9ac ChIP-seq data GSE139296 [40] was re-analyzed from averaged bigWig files as stated previously. DNA methylation [50] profile plots for Col-0 were plotted from averaged bigWig files (GSE164588) using trackplot [102, 103]. The DNA binding summits of PIF1, PIF3, PIF4 and PIF5 as defined in [56] were used for analyzing the overlap with accessible chromatin regions.

### GO analysis

GO enrichment analysis was performed using compareCluster from the clusterProfiler package [93]. Integrative Genomics Viewer was used to visualize the ATAC-seq and ChIP-seq signals [104].

### Accession numbers for genes mentioned in this article

IAA19 – AT3G15540

YUC8 – AT4G28720

ATHB2 – AT4G16780

PIL1—AT2G46970

PIF4—AT2G43010

PIF5—AT3G59060

PIF7—AT5G61270

HFR1—AT1G02340

HY5—AT5G11260

HYH—AT3G17609

PHYB—AT2G18790

YLS8—AT5G08290

UBC21 (PEX4)—AT5G25760

## Supplementary Information

Additional file 1: Supplementary figures. Fig. S1. Distribution of the accessible sites in the genome. Fig. S2. PIF7 target genes at different times of LRFR exposure. Fig. S3. PIFs promote transcriptional response to shade. Fig. S4. Transient increase in accumulation and stability of PIFs correlates with gene occupancy in response to LRFR. Fig. S5. Chromatin accessibility in response to LRFR affects a moderate number of genes. Fig. S6. Increase in chromatin accessibility in response to LRFR in *sav3-2*. Fig. S7. Marks of active transcription increase in PIF dependent cluster under shade. Fig. S8. Increase in chromatin accessibility of a set of shade regulated genes is induced by PIFs in response to LRFR. Fig. S9. Chromatin accessibility in *ino80-7*mutant. Fig. S10. Increase in chromatin accessibility of HFR1 does not depend on HY5 or HYH [110–113].

Additional file 2: Supplementary tables. Table S1. List of primers used in this study. Table S2a. PIF457 upregulated genes. Table S2b. PIF457 downregulated genes. Table S3. PIF7 direct targets and shade regulated genes. Table S4a. Differentially expressed genes in RNA-seq in response to LRFR. Table S4b. Gene enrichment analysis of the RNA-seq in response to LRFR. Table S4c. TPM of genes from the RNA-seq in response to LRFR. Table S4d. HTSEQ counts of RNA-seq in response to LRFR. Table S5a. Differential analysis of ATAC-seq in response to LRFR. Table S5b. Clustering of differentially accessible regions in ATAC-seq in response to LRFR. Table S5c. MACS3 peak counts for ATAC-seq in response to LRFR

Additional file 3: Review history

## Data Availability

The sequencing data generated in this study is available in the Gene Expression Omnibus database (GEO), under accession no. GSE283129 (110) and accession no. GSE283133 (111). Other datasets used in this study which include ChIP-seq dataset of PIF7, RNA-seq dataset of Col-0 seedlings used for RNA-seq average profile and ChIP-seq dataset of H3K9ac in Col-0 and *pif457* seedlings were obtained from GEO accession no. GSE139296 (40, 112). Methylation dataset of Col-0 seedlings was obtained from GEO accession no. GSE164588 (50, 113). ChIP-seq dataset of H3K4me3 in Col-0 and *pifS* seedlings was obtained from BioProject no. PRJNA839161 (37).

# Supplementary material for: Transcriptional dynamics and chromatin accessibility in the regulation of shade-responsive genes in Arabidopsis
**Source:** Genome Biol. 2025 Dec 10;26:422. doi: 10.1186/s13059-025-03901-2
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary figures. Fig. S1. Distribution of the accessible sites in the genome. Fig. S2. PIF7 target genes at different times of LRFR exposure. Fig. S3. PIFs promote transcriptional response to shade. Fig. S4. Transient increase in accumulation and stability of PIFs correlates with gene occupancy in response to LRFR. Fig. S5. Chromatin accessibility in response to LRFR affects a moderate number of genes. Fig. S6. Increase in chromatin accessibility in response to LRFR in sav3-2. Fig. S7. Marks of active transcription increase in PIF dependent cluster under shade. Fig. S8. Increase in chromatin accessibility of a set of shade regulated genes is induced by PIFs in response to LRFR. Fig. S9. Chromatin accessibility in ino80-7mutant. Fig. S10. Increase in chromatin accessibility of HFR1 does not depend on HY5 or HYH [110–113].

Additional file 1 (Supplementary figures S1 to S10)

Transcriptional dynamics and chromatin accessibility in the regulation of shade-responsive genes in
Arabidopsis

Sandi Paulišić, Alessandra Boccaccini, René Dreos, Giovanna Ambrosini, Nicolas Guex, Ruben Maximilian Benstein, Markus Schmid, Christian Fankhauser

Fig. S1. Distribution of the accessible sites in the genome.

Fig. S2. PIF7 target genes at different times of LRFR exposure.

Fig. S3. PIFs promote transcriptional response to shade.

Fig. S4. Transient increase in accumulation and stability of PIFs correlates with gene occupancy in response to LRFR.

Fig. S5. Chromatin accessibility in response to LRFR affects a moderate number of genes.

Fig. S6. Increase in chromatin accessibility in response to LRFR in *sav3-2*.

Fig. S7. Marks of active transcription increase in PIF dependent cluster under shade.

Fig. S8. Increase in chromatin accessibility of a set of shade regulated genes is induced by PIFs in response to LRFR.

Fig. S9. Chromatin accessibility in *ino80-7* mutant.

Fig. S10. Increase in chromatin accessibility of HFR1 does not depend on HY5 or HYH.

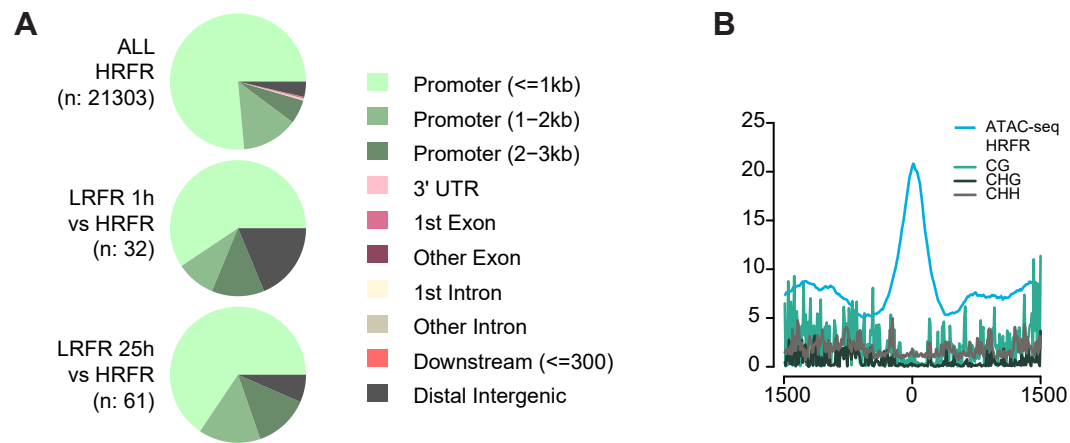

Fig. S1. Distribution of the accessible sites in the genome.

A. Distribution of ATAC-seq peaks across genomic regions.

B. Average ATAC-seq profile plot of 84 DARs in HRFR and average methylation profiles from (Zhou et al., 2022).

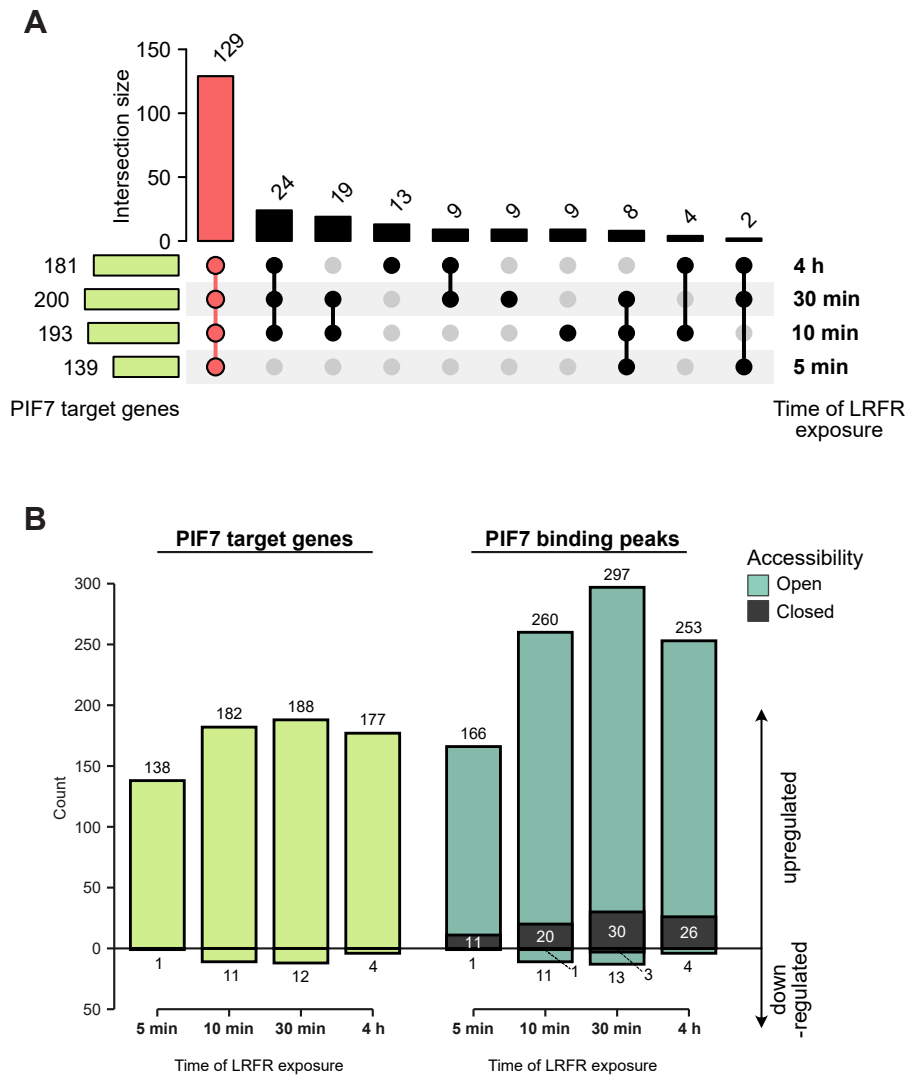

Fig. S2. PIF7 target genes at different times of LRFR exposure.

A. Upset-plot of intersected PIF7 target genes at 5, 10, 30 min and 4 h of LRFR exposure. ChIP-seq data is from Willige et al, 2021.

B. PIF7 target genes (in light green) shown with their associated PIF7 binding sites. Accessible (open) PIF7 binding sites are shown in green and non-accessible (closed) sites in gray. Genes are separated into up- and down-regulated. ChIP-seq data for 5, 10, 30 min and 4 h of LRFR exposure is from Willige et al, 2021.

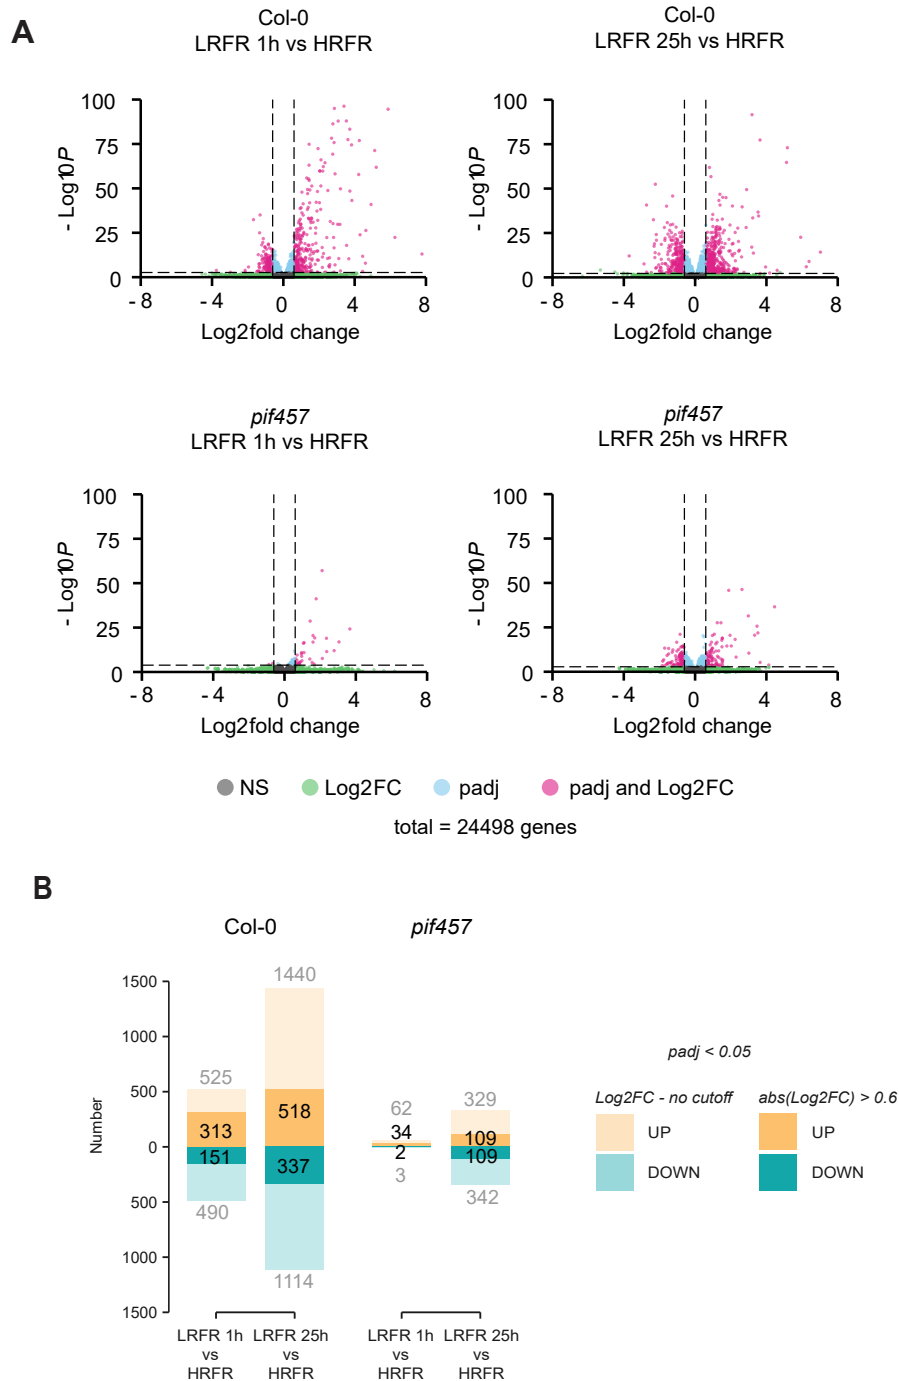

Fig. S3. PIFs promote transcriptional response to shade

A. Volcano plots of differentially expressed genes (DEGs) in comparisons of 1h and 25h of LRFR versus HRFR in Col-0 and *pif457* mutant. ($padj < 0.05$, $abs(Log2FC) > 0.6$).

B. Number of DEGs in comparisons of 1h and 25h of LRFR versus HRFR in Col-0 and *pif457* mutant at cutoff of $padj < 0.05$, Log2FC – no cutoff or $abs(Log2FC) > 0.6$.

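The *pif457* mutant kept a small response to LRFR, with fewer genes passing at 1 h than at 25 h; the 2 times were not compared with each other in *pif457*. At LRFR 1 h 20 genes rose in *pif457* above both thresholds and 0 fell (edgeR quasi-likelihood test), and 32 rose and 2 fell with DESeq2. In both directions together 1051 of 20680 genes had unadjusted p below 0.05 with edgeR, near the share of 0.05 that chance alone gives. At LRFR 25 h 81 rose and 82 fell. Without the fold threshold the counts in *pif457* were 28 rising at 1 h, and 170 rising and 197 falling at 25 h. In Col-0 they were 424 and 348 at 1 h, and 1146 and 857 at 25 h.

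The genes still rising in *pif457* at 1 h included members of the *SAUR* family, such as *SAUR22* (log2FC 3.64, SE 0.29, edgeR adjusted p = 3.07e-06) and *SAUR20* (log2FC 1.43, SE 0.11, adjusted p = 1.38e-06), close copies whose counts can be exchanged. *IAA29*, an Aux/IAA gene, rose too (log2FC 2.35, SE 0.31, edgeR adjusted p = 0.0014), as did AT1G02350, the neighbour of *HFR1* on chromosome 1 (log2FC 1.69, SE 0.18, adjusted p = 7.1e-05). At 25 h *PIL1* had risen in *pif457* (11.3-fold, edgeR adjusted p = 1.91e-05), and *SAUR22* by 4.43 (SE 0.27, adjusted p = 1.6e-07). With each comparison fitted from its own 6 libraries the *pif457* counts are 33 and 2 at 1 h and 159 and 162 at 25 h, so their size depends on the fit.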

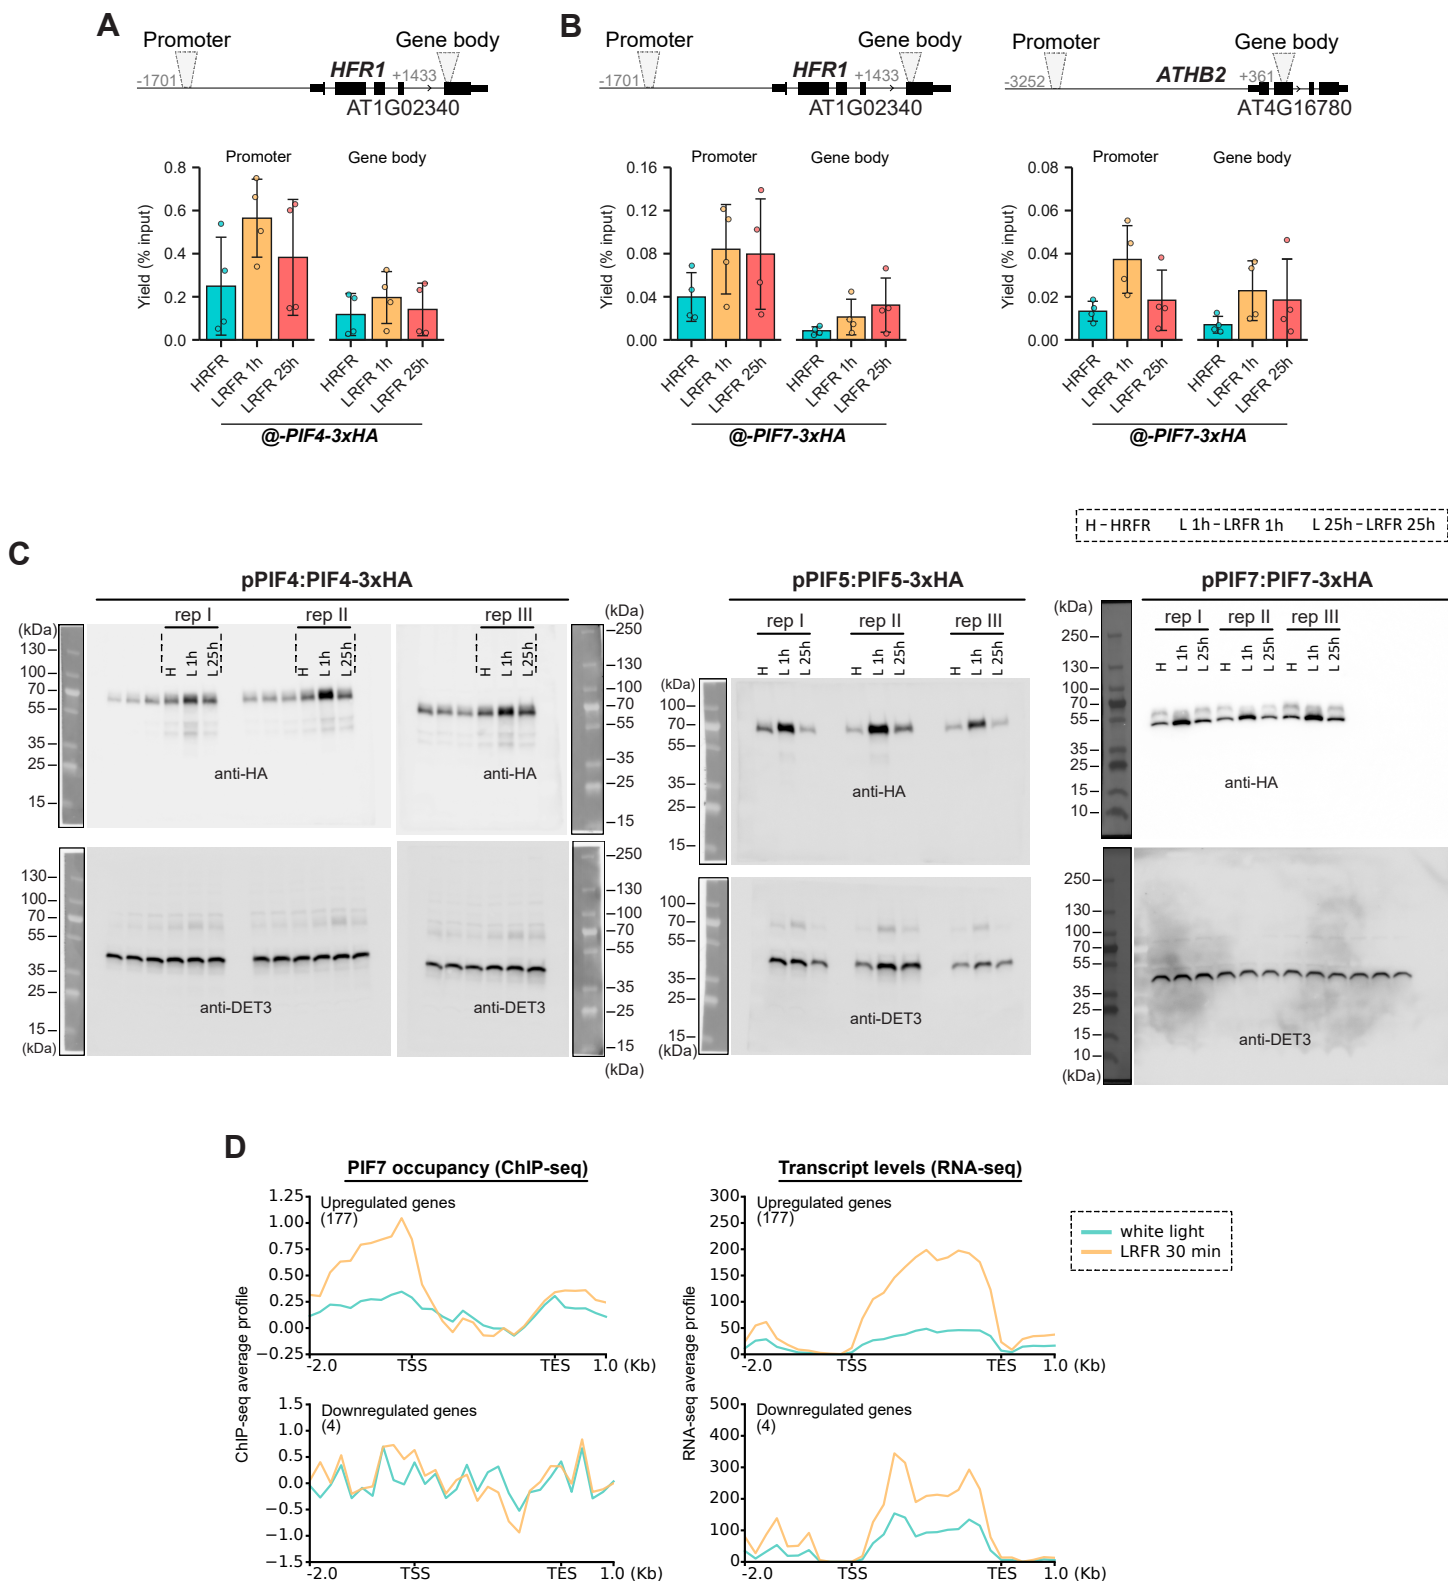

Fig. S4. Transient increase in accumulation and stability of PIFs correlates with gene occupancy in response to LRFR.

A. ChIP-qPCR of pPIF4:PIF4-3xHA line (in *pif4-101*) for *HFR1* locus.

B. ChIP-qPCR of pPIF7:PIF7-3xHA line (in *pif7-2*) for *HFR1* and *ATHB2* loci. Data are from 4 biological replicates and each biological replicate was calculated as the average of minimum two technical qPCR replicates. Bars represent the average of biological replicates. Seedlings were grown either in HRFR for 7 days (HRFR), moved to LRFR for 1h at ZT2 of day 7 (LRFR 1h) or moved to LRFR for at ZT2 of day 6 until day 7 (LRFR 25h). Samples were collected at ZT3 on day 7.

C. Western blots of pPIF4:PIF4-3xHA (in *pif4-101*, left panel), pPIF5:PIF4-3xHA (in *pif5-3*, middle panel) and pPIF7:PIF4-3xHA (in *pif7-2*, right panel) used for quantification in Fig. 3A.

D. ChIP-seq and RNA-seq average profiles of upregulated and downregulated genes as defined in Figure 1. Data is from Willige et al, 2021. Seedlings were grown in continuous white light for 6 days and then exposed to 30 min of LRFR.

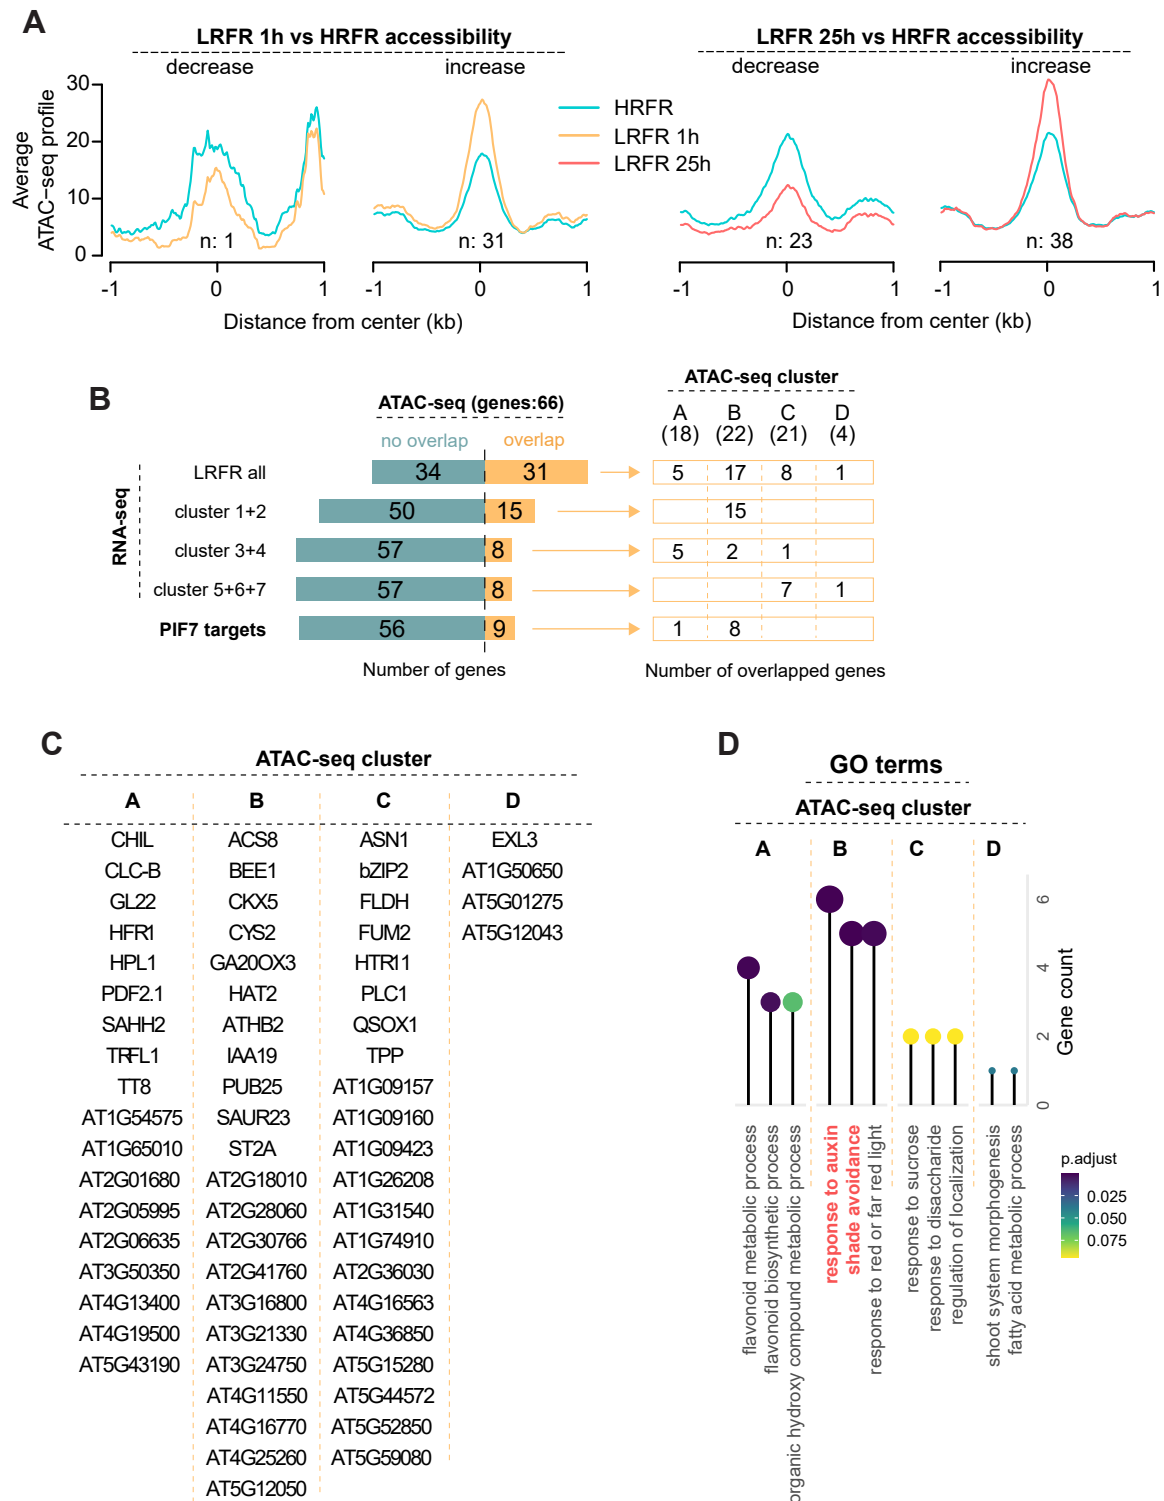

Fig. S5. Chromatin accessibility in response to LRFR affects a moderate number of genes.

A. Average ATAC-seq profiles of DARs in response to 1h of LRFR (left panel) and to 25h of LRFR (right panel). Distance from the center of the peak is expressed in kb.

B. Overlap of ATAC-seq genes, RNA-seq genes and PIF7 + shade regulated targets (left panel). Number of ATAC-seq genes per cluster that overlap with RNA-seq genes and PIF7 + shade regulated targets (right panel).

C. Table of ATAC-seq genes per cluster.

D. GO enrichment terms for ATAC-seq genes per cluster. The scale indicates gene counts. Adjusted P value for GO term is indicated by color scale.

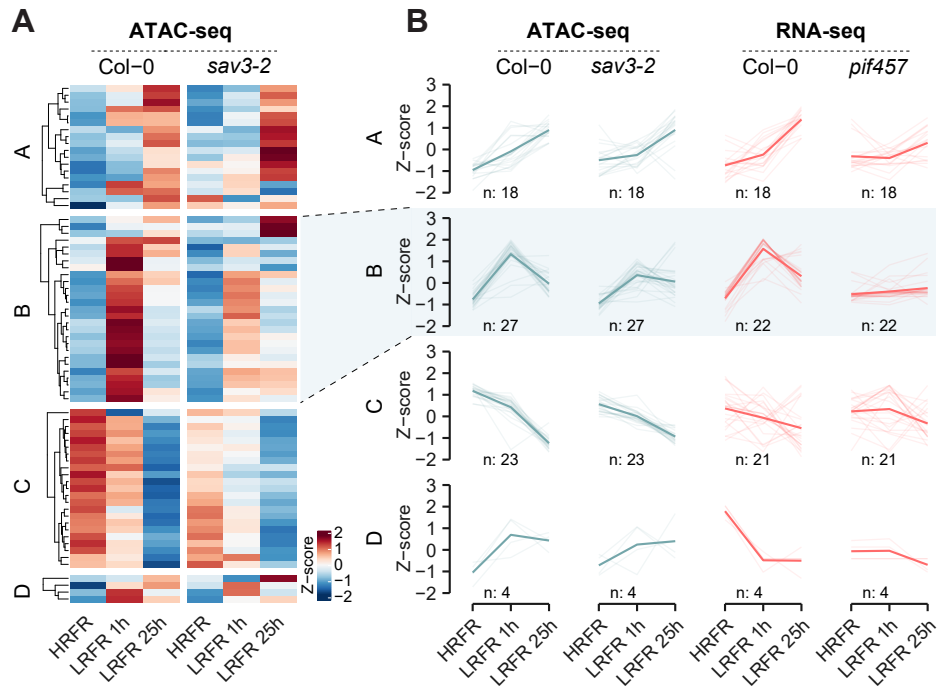

Fig. S6. Increase in chromatin accessibility in response to LRFR in *sav3-2*.

A. Heatmap of differentially accessible regions (DARs) in Col-0 and *sav3-2* in HRFR, LRFR 1h and LRFR 25h, hierarchically clustered into four distinct clusters based on ATAC-seq and RNA-seq in Col-0.

B. ATAC-seq counts of DARs in Col-0 and *sav3-2* are represented as an average z-score (in blue). The expression of genes in Col-0 and *pif457* associated with the DARs are represented as an average z-score (in red). Z-score represents row-normalized ATAC-seq chromatin accessibility (counts per million of each chromatin region are subtracted by the row mean and divided by the row standard deviation) and row-normalized RNA-seq expression (TPM of each gene is subtracted by the row mean and divided by its standard deviation). Thick line is the average trend line. Number of DARs and genes in each cluster is displayed below the line plots.

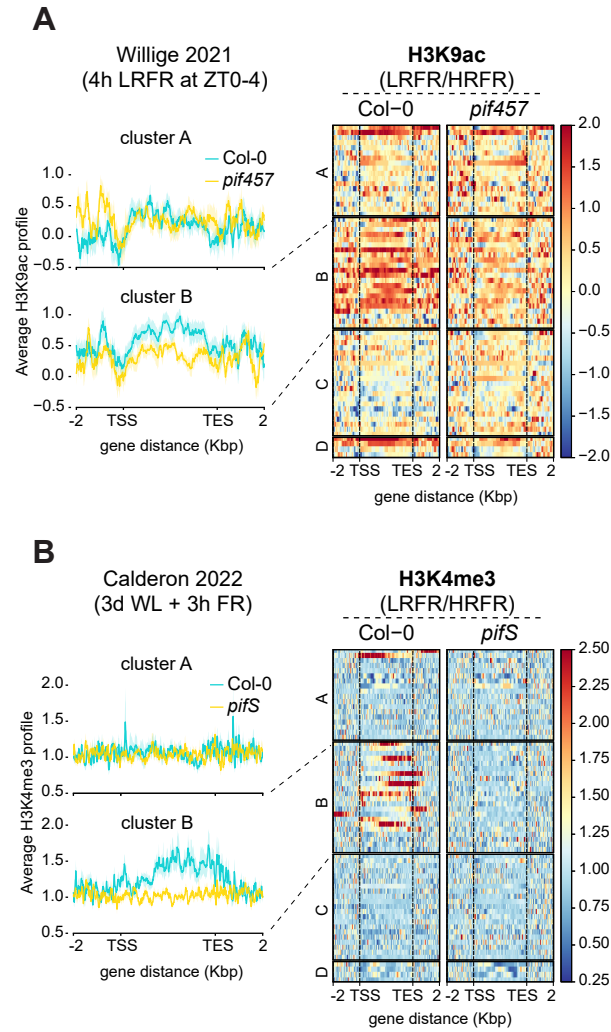

Fig. S7. Marks of active transcription increase in PIF dependent cluster under shade.

A. Average H3K9ac profile plot of cluster A and B genes as defined in Figure 4B (left panel) and H3K9ac heatmap across the gene bodies and +/- 2kbp regions (right panel). The data is from Willige et al., 2021.

B. Average H3K4me3 profile plot of cluster A and B genes as defined in Figure 4B (left panel) and H3K4me3 heatmap across the gene bodies and +/- 2kbp regions (right panel). The data is from Calderon et al., 2022.

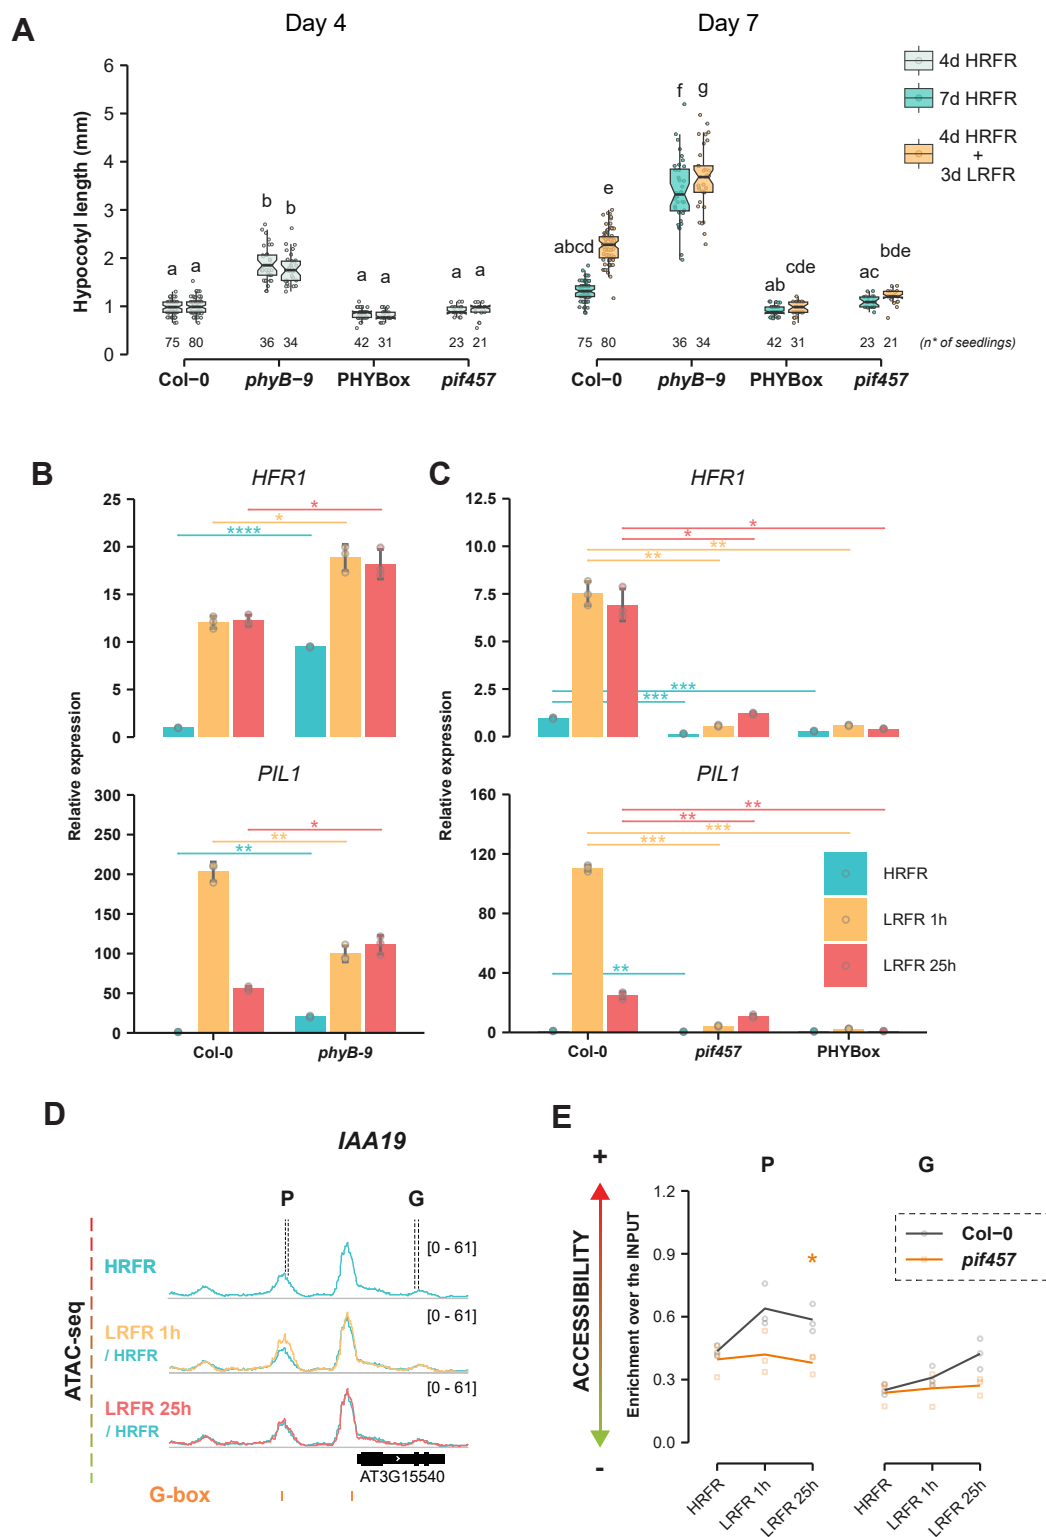

Fig. S8. Increase in chromatin accessibility of a set of shade regulated genes is induced by PIFs in response to LRFR.

A. Hypocotyl elongation of *phyB-9*, 35S:PHYB-GFP (PHYBox) line and *pif457* mutants in response to LRFR. Seedlings were grown either in HRFR for 7 days or moved to LRFR on day 4 until day 7. Hypocotyl measurements were taken on days 4 and 7. Letters represent statistical difference (ANOVA with Tukey posthoc analysis).

B. Relative gene expression of *HFR1* and *PIL1* in *phyB-9* and C. *pif457* mutant and 35S:PHYB-GFP (PHYBox) line. Seedlings were grown either in HRFR for 7 days (HRFR), moved to LRFR for 1h at ZT2 of day 7 (LRFR 1h) or moved to LRFR at ZT2 of day 6 until day 7 (LRFR 25h). Samples were collected at ZT3 on day 7. Each bar represents the average of three biological replicates (individual replicates shown as dots) obtained by averaging three technical qPCR replicates. Error bars indicate standard deviation (SD) and asterisks represent statistical significance (Students T-test, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$).

D. IGV browser view of shade regulated gene *IAA19* with changes in chromatin accessibility in response to LRFR. ATAC-seq tracks are an average of 3 biological replicates. G-boxes are indicated in orange below the panel.

E. Chromatin accessibility of *IAA19* loci assayed by CoP-qPCR in Col-0 and *pif457* mutant. Three biological replicates with the average trend line are presented. Asterisks represent statistical significance (Students T-test, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$).

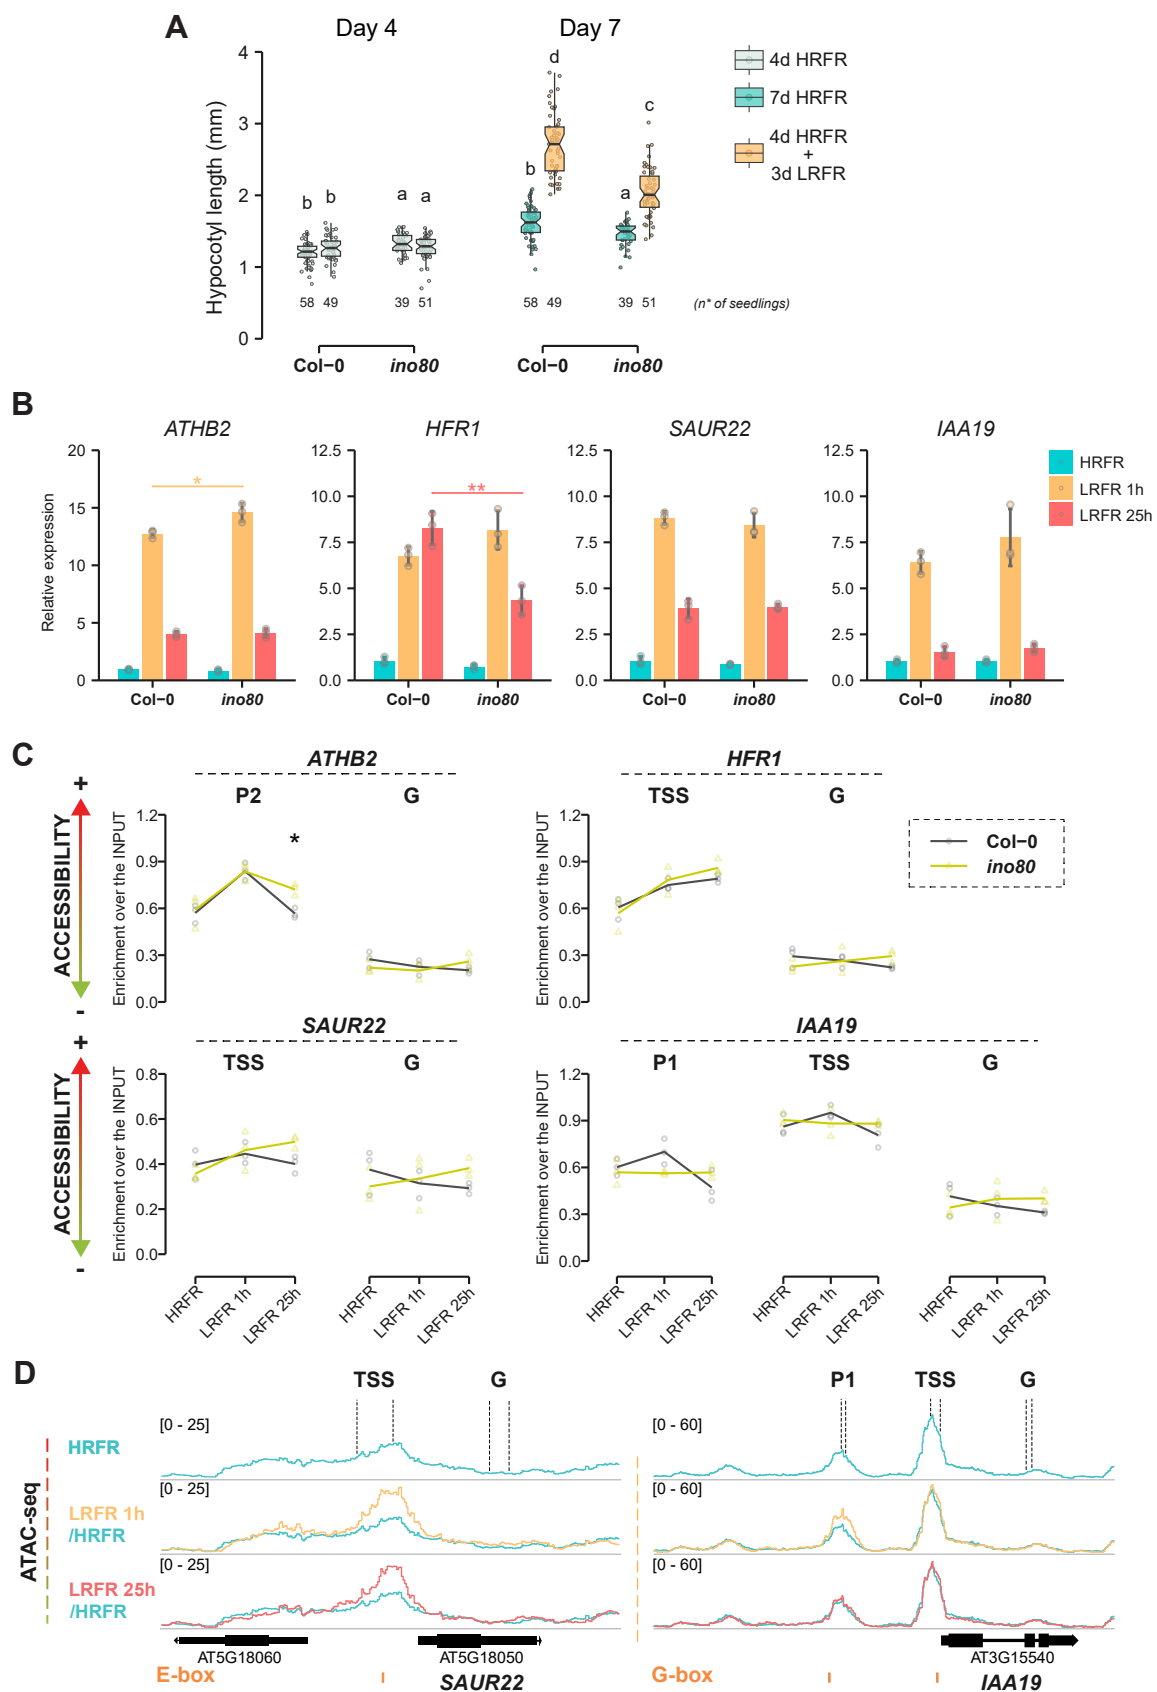

Fig. S9. Chromatin accessibility in *ino80-7* mutant

A. Hypocotyl elongation of Col-0 and *ino80-7* mutant in response to LRFR. Seedlings were grown either in HRFR for 7 days or moved to LRFR on day 4 until day 7. Hypocotyl measurements were taken on days 4 and 7. Letters denote statistical significance (ANOVA, posthoc sidak). B. Relative gene expression of *ATHB2*, *HFR1*, *SAUR22* and *IAA19* in *ino80-7* mutant. Seedlings were grown either in HRFR for 7 days (HRFR), moved to LRFR for 1h at ZT2 of day 7 (LRFR 1h) or moved to LRFR for at ZT2 of day 6 until day 7 (LRFR 25h). Samples were collected at ZT3 on day 7. Each bar represents the average of three biological replicates (individual replicates shown as dots) obtained by averaging three technical qPCR replicates. Error bars indicate standard deviation (SD) and asterisks represent statistical significance (Students T-test, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$). C. Chromatin accessibility of *ATHB2*, *HFR1*, *SAUR22* and *IAA19* loci in response to 1h and 25h of LRFR assayed by CoP-qPCR in Col-0 and *ino80-7* mutant. Three biological replicates with the average trend line are presented. Asterisks represent statistical significance (Students T-test, * $p < 0.05$). D. IGV view of *SAUR22* and *IAA19* loci with changes in chromatin accessibility in response to LRFR. ATAC-seq tracks are an average of 3 biological replicates. E-boxes and G-boxes are indicated in orange below the panel.

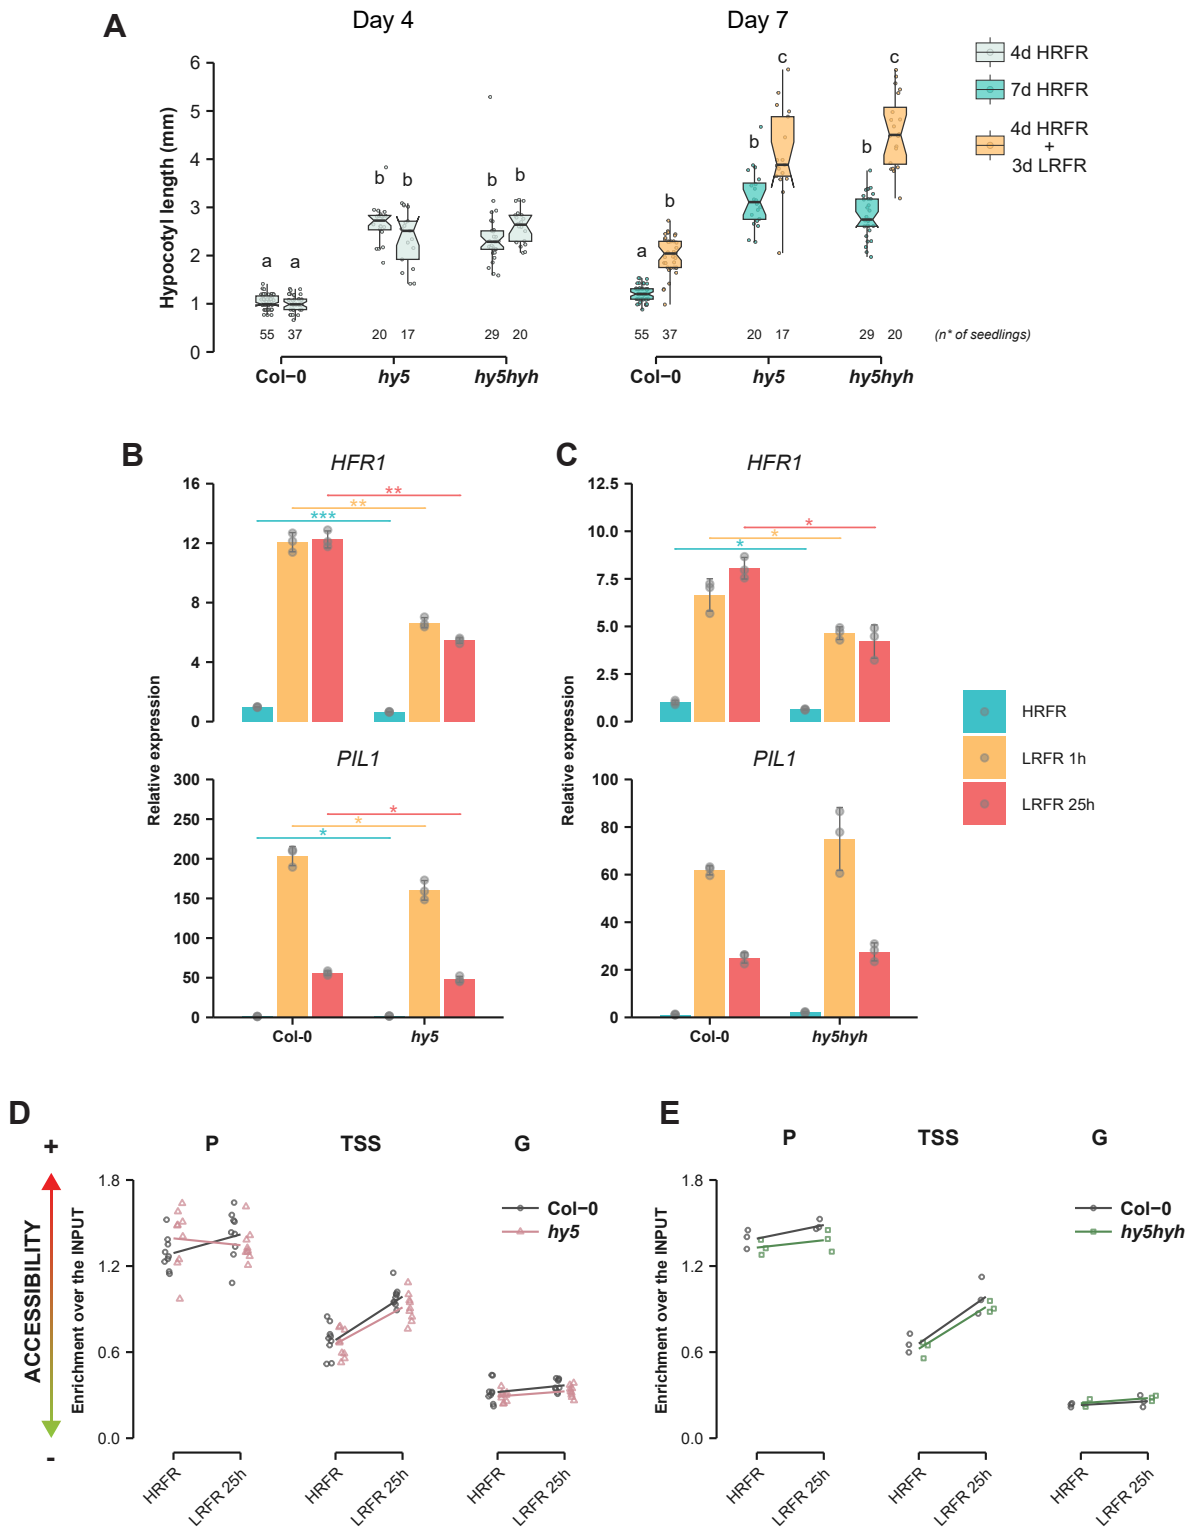

Fig. S10. Increase in chromatin accessibility of HFR1 does not depend on HY5 or HYH.

A. Hypocotyl elongation of Col-0, *hy5* and *hy5hyh* mutants in response to LRFR. Seedlings were grown either in HRFR for 7 days or moved to LRFR on day 4 until day 7. Hypocotyl measurements were taken on days 4 and 7. Letters represent statistical difference (ANOVA with Tukey posthoc analysis).

B. Relative gene expression of *HFR1* and *PIL1* in *hy5* and

C. *hy5hyh* mutants. Seedlings were grown either in HRFR for 7 days (HRFR), moved to LRFR for 1h at ZT2 of day 7 (LRFR 1h) or moved to LRFR at ZT2 of day 6 until day 7 (LRFR 25h). Samples were collected at ZT3 on day 7. Each bar represents the average of three biological replicates (individual replicates shown as dots) obtained by averaging three technical qPCR replicates. Error bars indicate standard deviation (SD) and asterisks represent statistical significance (Students T-test, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$).

D. Chromatin accessibility of HFR1 locus in response to 25h of LRFR assayed by CoP-qPCR in Col-0 and *hy5* mutant. Three independent experiments with 9 replicates and the average trend line are presented. Asterisks represent statistical significance (Students T-test, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$).

E. Chromatin accessibility of HFR1 locus in response to 25h of LRFR assayed by CoP-qPCR in Col-0 and *hy5hyh* double mutant. Three biological replicates with the average trend line are presented. Asterisks represent statistical significance (Students T-test, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$).

How the deposited data were processed for this re-analysis (not part of the article)

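RNA was measured by sequencing in 27 libraries from whole 7-day-old Arabidopsis seedlings of 3 genotypes, Col-0, *hfr1-101* and *pif457* (*pif4-101 pif5-3 pif7-1*), in 3 light conditions, HRFR, LRFR for 1 h and LRFR for 25 h, with 3 libraries per group from separate pools of seedlings, all collected at ZT3 of day 7. The RNA-seq results that the paper reports from this series rest on the 18 libraries of Col-0 and *pif457*, and those alone were used at its claims. The 9 libraries labelled *hfr1-101* are not reported on in the paper, and their values are given after it.

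The deposited counts are whole numbers of reads per gene, 1 column per library. The authors extracted RNA with RNeasy Plant Mini kits, made libraries with the Stranded mRNA Prep, sequenced them on an Illumina NovaSeq, trimmed the reads with Cutadapt, removed ribosomal reads with fastq_screen and low-complexity reads with reaper, aligned the rest to TAIR10 with STAR, and counted reads per gene with htseq-count to make these counts. Versions and the strand setting of the counting are not given in the sources used here. No normalization had been applied to the deposited counts. The table holds 34262 genes, of which 7723 have no read in any library, and 5 further lines for reads assigned to no gene, which hold 6.15 to 7.09% of the reads (4.44 to 4.82% not uniquely aligned, 0.679 to 1.39% not aligned, 0.687 to 0.778% outside genes and 0.185 to 0.28% in more than 1 gene). These lines were left out of library sizes and tests. Gene IDs were matched to the TAIR10.1 annotation for coordinates (32548 of them, 95%).

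Reads in genes ranged from 24857067 to 34863803 per library over the 27 libraries (median 28117160). For *hfr1-101*, lowest, median and highest of 3 libraries were 29.9, 31.3 and 33.1 M in HRFR, 25.7, 26.8 and 27.7 M at LRFR 1 h, and 29.7, 30.3 and 34.9 M at LRFR 25 h. The common biological coefficient of variation was 0.101 over 18 libraries and 0.0943 over 27, and for weakly expressed genes the counting error adds to it. TMM factors of the 18 libraries lay between 0.918 and 1.08.

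All tests used R 4.3.3. Genes were kept with edgeR's filterByExpr (20680 genes over 18 libraries, 20887 over 27). The edgeR 4.0.16 quasi-likelihood F-test was run after TMM normalization, in 1 fit of 6 group means for Col-0 and *pif457* (12 residual degrees of freedom) and 1 fit of 9 group means where *hfr1-101* is compared (18 residual degrees of freedom), with p adjusted by Benjamini-Hochberg within each comparison. LRFR 1 h and LRFR 25 h were compared with HRFR in each genotype, and with each other in Col-0, at adjusted p below 0.05 and absolute log2FC above 0.6. Mutant and Col-0 were compared in each light condition, and their responses to light by the interaction, at adjusted p below 0.05. Genes were taken as PIF457-dependent at LRFR 1 h where they passed adjusted p below 0.05 in Col-0 at LRFR 1 h against HRFR and in *pif457* against Col-0 at LRFR 1 h, with opposite signs. Levels are CPM with TMM from the fit of 27 libraries. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

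Gene lists were tested with camera from limma 3.58.1 on voom values, with a preset correlation of 0.01 between genes and with an estimated one, adjusted over 25 lists holding 336 genes. Counts of members adjusted over the list alone use adjusted p below 0.05 and no fold threshold in any comparison. The lists were shade markers, Aux/IAA, *SAUR*, *GH3*, auxin biosynthesis, auxin transport, brassinosteroid metabolism, gibberellin metabolism, DELLA and GID1, ethylene biosynthesis, cytokinin oxidases, type-A response regulators, jasmonate, salicylate defence, flavonoids and anthocyanins, light-harvesting proteins, expansins and XTH, circadian clock, PIFs and phytochromes, iron deficiency, dark and sugar starvation, root cells, guard cells and stomatal lineage, dividing cells, and stress from handling, heat and cold. Comparisons, thresholds, lists, alternatives and the rule for naming genes were set before the data were examined, though the values in the paper's tables had been seen. The rule names genes that the paper names in its text or labels in Fig. 1D, Fig. 4A-B and Fig. S5C, and the mutated genes. It adds, per comparison, the 10 largest and 10 smallest log2FC among called genes whose libraries do not overlap between groups and which reach 1 CPM in the higher group, the members of the lists with the largest change first, and 6 genes per cluster of Fig. 2. Clusters were read from Table S4a, PIF7 targets from Table S3, and PIF457-dependent genes for comparison from Table S2. Tables S4c and S4d are truncated in the copy used here, and these and Table S5 were not used.

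The tests were checked on simulated data, with counts drawn for the real genes at the real depths and 50 genes changed at each of log2 0.5, 1, 1.5 and 2. Only genes with a mean of at least 1 CPM were changed. A change counted as found at adjusted p below 0.05 in the right direction, with no fold threshold. For the light comparisons the numbers therefore do not measure calls made with the fold threshold, least of all at log2 0.5. For Col-0 at LRFR 1 h against HRFR 25, 46, 49 and 49 were found, and for its interaction 8, 35, 44 and 46. For Col-0 at LRFR 25 h 24, 44, 49 and 50 were found, and for *hfr1-101* against Col-0 at LRFR 25 h 29, 42, 46 and 49. Of the genes called, 2 of 171, 1 of 134, 6 of 173 and 9 of 175 had not been changed. Alternatives were DESeq2 1.42.0, DESeq2 size factors within edgeR, no filter on low counts, a fit of only the groups compared, all 27 libraries (or 18 for *hfr1-101*), the replicate number as a block, each library left out in turn, thresholds with and without the fold change, other definitions of PIF457-dependent genes, and, chosen after seeing the data, both Col-0 libraries that lie far out on the first axis left out. The ATAC-seq, CoP-qPCR, RT-qPCR and hypocotyl measurements of the paper were not analysed here.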

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

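Of the tests of explanations here, only the simulation of unchanged groups, with Col-0 counts redrawn too, was chosen before its result was seen. The other tests, and the counts over other splits of the libraries, were chosen afterwards. The light responses of Col-0 and *pif457* differed for 327 genes at LRFR 1 h (edgeR interaction, adjusted p below 0.05; 114 higher in *pif457* and 213 lower), listed because the difference between genotypes passed its own test. Over 100 splits of the same libraries within light conditions only the real one gave as many genes, and the highest other split gave 324. The margin is narrow. The splits also regrouped the LRFR 25 h libraries, so a split can keep most of the true groups of this comparison. Chance is therefore not called excluded on these splits alone. At LRFR 25 h the responses differed for 48 genes, 8 higher and 40 lower. The highest other split gave more, 57 genes (2 of 100 as large, the real one included). That share is under 0.05, but with another split above the real count chance is not called excluded at LRFR 25 h. Single libraries weigh on these counts: without Col-0 LRFR 25 h replicate 1 the higher and lower counts at 25 h are 19 and 98, without *pif457* HRFR replicate 1 the lower count is 14, and without *pif457* LRFR 25 h replicate 3 the higher count is 4. At 1 h the higher count is 209 without Col-0 LRFR 25 h replicate 1 and 60 without *pif457* HRFR replicate 2.

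The libraries labelled *hfr1-101* are data the paper does not report on. *HFR1* itself was not lower in them: it stood at 19.8 ± 0.408 CPM in HRFR, 124 ± 18.6 CPM at LRFR 1 h and 211 ± 18.7 CPM at LRFR 25 h (mean ± SD, 3 libraries; log2FC against Col-0 0.34, 0.22 and 0.57, edgeR adjusted p = 0.899, 0.588 and 0.115). Where the lesion of this allele lies is not given in the sources used here, so the transcript level does not check the label, and the paper gives no other measure of this mutant. In these libraries 522 genes changed at LRFR 1 h (339 rising, 183 falling) and 1381 at LRFR 25 h (700 rising, 681 falling; edgeR, adjusted p below 0.05 and absolute log2FC above 0.6). Against Col-0, 17 genes differed in HRFR, 37 at LRFR 1 h and 53 at LRFR 25 h (edgeR, adjusted p below 0.05). With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and the highest other split gave 0 genes for each of the responses to light and, against Col-0, 0 in HRFR, 480 at LRFR 1 h (2 splits as large) and 2 at LRFR 25 h. The split with 480 genes sets Col-0 replicates 1 and 2 with *hfr1-101* replicate 1 against the rest, which points to a structure of the samples at LRFR 1 h beside their genotype. Without *hfr1-101* LRFR 1 h replicate 1 the genes higher at LRFR 1 h are 47 in place of 29, and without Col-0 LRFR 1 h replicate 1 they are 15; without *hfr1-101* LRFR 25 h replicate 3 the genes lower at LRFR 25 h are 7 in place of 16. The interaction of *hfr1-101* and light called 0 genes at 1 h and 0 at 25 h with edgeR, and 4 and 5 genes with DESeq2. Of 20887 genes 513 and 1181 had unadjusted p below 0.05 with edgeR, both directions together. The first is under and the second slightly above the share of 0.05 that chance alone gives. Counts of 0 cannot be set against other splits, since all 30 of 30 splits then give as many whatever the data. The highest gave 208 and 1. At 25 h the interaction test found 11 of 50 genes given a simulated difference of log2 0.5 and 33 of 50 given 1. A count of 0 therefore does not show equal responses.

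Dividing-cell genes stood higher in *pif457* than in Col-0, a signal in genes the paper does not discuss: the mean level of 9 such genes was higher by 0.51 in log2 units (0.55 in HRFR, 0.29 at LRFR 1 h and 0.69 at LRFR 25 h; exact p = 0.00175 over 8000 regroupings within light conditions). With an estimated correlation the list did not pass in HRFR (camera adjusted p = 0.497) or at LRFR 25 h (0.205), and of single genes only *CYCB1;3* passed, at LRFR 25 h. Col-0 HRFR replicate 1 and Col-0 LRFR 25 h replicate 1 are not the whole cause, since without them the difference was 0.37 (exact p = 0.005 over 2000 regroupings). A candidate explanation is that libraries hold different shares of young dividing leaf tissue. Over 27 libraries the deviations of this list and of the stomatal-lineage list from their group means had a correlation of 0.85 (permutation p = 3e-05). The correlation was also 0.85 without Col-0 HRFR replicate 1 and Col-0 LRFR 1 h replicate 3, the 2 libraries farthest out in this list. That relation runs between replicates, and the stomatal list did not pass between *pif457* and Col-0 (camera adjusted p = 0.352, 0.209 and 0.172 in HRFR, at LRFR 1 h and at LRFR 25 h), so the difference between genotypes stays open. An effect of the *pif457* mutations on growth also stays open and was not tested.

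Both mutants differed from Col-0 in the same direction in all light conditions for 4 genes, *MRD1*, *HEI10*, AT1G64795 and *D2HGDH*, in part data the paper does not analyse. Of genes called in both mutants, 4 went the same way and 2 opposite ways in HRFR, 5 and 14 at LRFR 1 h, and 6 and 21 at LRFR 25 h. Against Col-0, log2FC lay between 6.49 and 9.41 for *MRD1*, between 1.00 and 1.33 for *HEI10*, a meiotic crossover gene that overlaps it, between -11.78 and -6.11 for AT1G64795, and between 1.17 and 1.48 for *D2HGDH*, coding for a mitochondrial dehydrogenase. *HEI10* rests on weaker calls: in the fit of only the groups compared it did not pass in 4 of the 6 comparisons (adjusted p 0.0799 to 0.606), and in 5 of the 6 comparisons it was lost with 1 or more of the libraries left out in turn, while the calls of the other 3 genes held in every setting. In 20 simulations of unchanged groups the highest count was 0 genes, in place of 4. Noise independent between genes and libraries therefore did not produce them. All libraries, Col-0 included, were redrawn in these simulations, so a structure shared by genes in the real Col-0 libraries was not tested. A line difference of the Col-0 stock may be the cause and stays open. The median absolute log2FC of each gene over the light comparisons was at most 0.16, with 0.10 as the median of the 4. Most genes change little with light, and the 4 were picked for differing in all light conditions. These values therefore cannot tell a stock difference from another constant difference between genotypes. Single light comparisons gave larger values where a gene was near 0 CPM and did not pass, as for *MRD1* in Col-0 at LRFR 1 h (-2.24, SE 1.13, edgeR adjusted p = 0.476) and AT1G64795 in *pif457* at LRFR 25 h (-3.12, SE 1.81, adjusted p = 0.586), so these leave a light response in those groups open. A line difference of the Col-0 stock, if present, can reach other differences between mutants and Col-0. A backcross or genome sequence that would settle it is not in the sources used here.

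At LRFR 25 h 6 of 18 shade marker genes were higher in the libraries labelled *hfr1-101* than in Col-0, in data the paper does not report on (median log2FC 0.53, camera adjusted p = 1.46e-24, adjusted p = 0.0111 with an estimated correlation; 13 higher and 1 lower adjusted over the list alone). The list stood above Col-0 before that too, by a mean of 0.15 in HRFR, with 0 of 18 genes passing with edgeR (camera adjusted p = 0.047, adjusted p = 0.773 with an estimated correlation), and of 0.35 at LRFR 1 h, with 5 passing (camera adjusted p = 3.37e-16, adjusted p = 0.056 with an estimated correlation), against 0.56 at LRFR 25 h. Among them *PIL1* rose above Col-0 by 1.55 (SE 0.16, edgeR adjusted p = 2.34e-06), *IAA29* by 1.11 (SE 0.15, adjusted p = 1.88e-04) and *ATHB2* by 0.77 (SE 0.10, adjusted p = 8.19e-05). In the fit of only the groups compared *IAA29* (adjusted p = 0.147) and *ATHB2* (0.0895) did not pass. Col-0 LRFR 25 h replicate 1 alone is not the cause, as the median without it was 0.66; it was 0.36 without Col-0 LRFR 25 h replicate 2, and without Col-0 LRFR 25 h replicate 3 only 4 of the genes passed. HFR1 is known to bind PIFs and hold them from DNA, and its loss may be the cause: the genes that rose at LRFR 1 h and were PIF457-dependent had a median log2FC of 0.18 in *hfr1-101* against Col-0 at LRFR 25 h, positive for 276 of 315, with 5 and 95% of 10000 random sets at -0.01 and 0.01. Passing the random sets is not particular to this prediction, as in HRFR both these genes (median 0.08, 231 positive) and the 134 falling PIF457-dependent genes (median 0.08, 102 positive) passed them too; at LRFR 25 h the 134 genes had a median of -0.05. A difference between the Col-0 stock and the mutants stays open as well, and the *HFR1* transcript does not check the label.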

How the results depend on the processing

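The setting without both Col-0 libraries far out on the first axis was chosen after the results were seen; the others were planned. Over all settings single genes kept direction and side of the threshold in 4821 cases, lost a call in 147, gained one in 20 and reversed in 4. With DESeq2 size factors within edgeR and with no low-count filter, each count of genes stayed within 1.5 times. The cause of the changes below was not tested, apart from settings that use fewer libraries or another threshold. Of lists that pass at the preset correlation, several do not with an estimated one: flavonoids in *pif457* at 25 h (0.303) and between genotypes in HRFR (0.105), light-harvesting proteins in Col-0 at 25 h (0.161) and in the interaction (0.227), jasmonate and dark starvation in Col-0 at 1 h (0.218 each), and dividing cells in HRFR (0.497) and at 25 h (0.205). Shade markers in *hfr1-101* against Col-0 in HRFR and at LRFR 1 h do not either. The calls of the other lists printed as passing hold. Counts are given as higher and lower. With DESeq2, *pif457* at 1 h gives 32 and 2, *pif457* against Col-0 332 and 472 in HRFR and 561 and 1002 at 25 h, the interaction 200 higher at 1 h and 39 and 107 at 25 h, *hfr1-101* against Col-0 8 lower in HRFR, 46 higher at 1 h and 58 and 28 at 25 h, and its interaction 4 higher at 1 h and 4 and 1 at 25 h. With a fit of only the groups compared, Col-0 gives 253 and 163 at 25 h, 305 and 262 for 25 h against 1 h, and 664 at either time, *pif457* 33 and 2 at 1 h and 159 and 162 at 25 h, *pif457* against Col-0 74 and 154 in HRFR and 118 and 207 at 25 h, and *hfr1-101* against Col-0 15 and 5 at 1 h and 9 and 4 at 25 h. With all 27 libraries (18 for *hfr1-101*), *pif457* gives 2 lower at 1 h, *pif457* against Col-0 210 and 353 in HRFR and 591 higher at 25 h, the interaction 183 higher at 1 h and 24 and 72 at 25 h, and *hfr1-101* against Col-0 5 lower at 1 h and 8 lower at 25 h. With the replicate block, *pif457* against Col-0 gives 194 higher in HRFR and 560 higher at 25 h, its interaction 20 higher at 25 h, and that of *hfr1-101* 1 higher at 25 h; over all groups the replicate numbers do not pair the samples, as 26 of 108 pairs of equal number have residuals correlated above 0.1, from -0.49 to 0.62, and 13 of 27 libraries correlate best with their own number. All 3 pairs lie above 0.1 for Col-0 HRFR with Col-0 LRFR 25 h (0.27 to 0.62) and for Col-0 with *hfr1-101* at LRFR 25 h (0.16 to 0.44), where the block keeps each count within 1.5 times and changes no call of a gene named, and for Col-0 HRFR with *pif457* LRFR 1 h (0.16 to 0.25) and with *hfr1-101* LRFR 25 h (0.13 to 0.43), which are not compared directly. Of genes named, the block ends the call of *HFR1* in the *pif457* interaction at 1 h (0.0502) and adds that of *PIL1* in *pif457* at 1 h (0.0272). Without both far Col-0 libraries, *pif457* gives 1 lower at 1 h and 128 higher at 25 h, *pif457* against Col-0 637 and 761 at 1 h, the interaction 198 higher at 1 h and 23 and 85 at 25 h, *hfr1-101* against Col-0 8 lower in HRFR and 99 higher at 1 h, its interaction 1 higher at 1 h, and PIF457-dependent genes 205 falling. Without the fold threshold, Col-0 gives 348 lower at 1 h, 1146 and 857 at 25 h, 1319 and 1028 for 25 h against 1 h and 2433 at either time, *pif457* 170 and 197 at 25 h, and *hfr1-101* 533 and 493 at 1 h and 2264 and 1839 at 25 h. With it, *pif457* against Col-0 gives 77 and 97 in HRFR, 123 higher at 1 h and 179 and 283 at 25 h, and *hfr1-101* against Col-0 19 higher at 1 h. By the interaction, PIF457-dependent genes rising are 205. With 1 library left out the ranges are, for *pif457* against Col-0, 29 (without *pif457* HRFR replicate 2) to 299 higher and 65 to 507 lower in HRFR (both without Col-0 LRFR 25 h replicate 1), 159 to 422 higher at 1 h, and 66 (without *pif457* LRFR 25 h replicate 2) to 574 higher and 255 to 867 lower at 25 h (both without Col-0 HRFR replicate 1). They are 60 to 209 higher for the interaction at 1 h and 4 to 19 higher and 14 to 98 lower at 25 h (high ends without Col-0 LRFR 25 h replicate 1), 88 to 199 lower for Col-0 at 1 h, 0 to 1 lower for *pif457* at 1 h and 42 to 104 lower at 25 h, 79 to 190 for PIF457-dependent genes falling, 15 to 47 higher and 5 to 12 lower for *hfr1-101* against Col-0 at 1 h and 7 to 20 lower at 25 h, and 0 to 3 and 0 to 2 higher for its interactions at 1 h and 25 h. In Col-0 at 25 h, genes that do not pass turn sign with 1 library left out, *DFR* from -0.40 to 0.07, *LDOX* from -0.26 to 0.13 and *MYB75* from -0.59 to 0.02.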

Differences from the paper's values

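Counts of genes in Fig. S3B were read by eye and set beside counts at the thresholds the paper states, or without its fold threshold where the figure leaves it out. The paper used DESeq2, while the main counts here are from edgeR. With DESeq2 each count of Fig. S3B given below comes within 1.5 times the paper's value. Genes rising in *pif457* at LRFR 1 h number about 34 in Fig. S3B, read by eye, as the paper's value, and 20 here. Of 24 alternatives set before the data were examined, 7 come within 1.5 times the paper's value (DESeq2, no low-count filter, a fit of only the groups compared, all 27 libraries, and the fits without Col-0 LRFR 1 h replicate 3, without Col-0 LRFR 25 h replicate 1 and without Col-0 LRFR 25 h replicate 2), and DESeq2 size factors within edgeR, the replicate block and the other 15 fits with 1 library left out do not. Genes falling there number about 2 in Fig. S3B, read by eye, as the paper's value, and 0 here with edgeR. In both directions together 1051 of 20680 genes had unadjusted p below 0.05 with edgeR, near the share of 0.05 that chance alone gives. DESeq2, a fit of only the groups compared and all 27 libraries reach the paper's 2. The other 21 alternatives set before the data were examined do not come within 1.5 times.

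Without the fold threshold, genes rising in *pif457* at LRFR 1 h number about 62 in Fig. S3B, read by eye, as the paper's value, and 28 here. DESeq2, a fit of only the groups compared and all 27 libraries come within 1.5 times, and the other 21 alternatives do not. Genes falling number about 3 in Fig. S3B, read by eye, as the paper's value, and 0 here with edgeR; DESeq2 and all 27 libraries come within 1.5 times, and the other 22 alternatives do not. At LRFR 25 h, genes rising in *pif457* (genes higher, no fold cutoff) number about 330 in Fig. S3B, read by eye, as the paper's value, and 170 here. DESeq2, all 27 libraries and the fit without Col-0 LRFR 25 h replicate 1 come within 1.5 times, and the other 21 alternatives do not. Genes falling (genes lower, no fold cutoff) number about 340 in Fig. S3B, read by eye, as the paper's value, and 197 here. DESeq2, all 27 libraries and the fits without Col-0 LRFR 25 h replicate 1 and without Col-0 LRFR 25 h replicate 2 come within 1.5 times, and the other 20 alternatives do not.

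The paper states that *PIF4* and *PIF5* do not respond to shade, from RT-qPCR. In the RNA-seq counts *PIF4* was lower at LRFR 1 h (log2FC -0.47, SE 0.07, edgeR adjusted p = 2.23e-04) and at LRFR 25 h (log2FC -0.43, SE 0.07, adjusted p = 4.4e-04) than in HRFR in Col-0, past adjusted p and short of the fold threshold at both times. *PIF5* did not pass at 1 h (log2FC -0.31, SE 0.09, edgeR adjusted p = 0.081) or at 25 h (log2FC -0.24, SE 0.09, adjusted p = 0.13). *PIF7*, which the paper gives as reduced, was lower at 1 h (log2FC -0.83, SE 0.09, edgeR adjusted p = 8.62e-06). At 25 h *PIF7* passed adjusted p and was short of the fold threshold (log2FC -0.44, SE 0.09, edgeR adjusted p = 0.00353). AT2G43340 is marked as falling in Table S3 and did not pass here with edgeR; it passes adjusted p below 0.05 with DESeq2, with all 27 libraries, with the replicate block, without *pif457* HRFR replicate 1 and without Col-0 LRFR 25 h replicate 1.

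The level columns of Tables S2a and S2b are labelled as average TPM. In those of Col-0 in HRFR and at LRFR 1 h, the columns examined, the ratio to CPM had a median of 28.6, with 5 and 95% of genes between 28.5 and 28.7 (310 and 346 genes of Table S2a, 192 and 188 of Table S2b, all above 1 CPM), a spread too narrow for values scaled to gene length. Of genes in Table S2a, *CHIL* and AT5G63850 stand higher in *pif457* than in Col-0 in its own columns, and of those in Table S2b, *PIF4*, *PIF5*, *PIF7* and AT4G18970 stand lower. Of 348 tested genes of Table S2a 313 were also called here, of 193 of Table S2b 133, and of 1141 of Table S4a 1042. The calls here number 315, 134 and 1062. Nearly all of these are thus in the paper's tables, while part of the paper's genes, most of all in Table S2b, did not pass here.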

Other observations

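Hormone genes beyond auxin also responded within 1 h of LRFR in Col-0. Of 8 DELLA and GID1 genes of gibberellin signalling, 3 rose and 5 did not pass, with 5 higher and 1 lower adjusted over the list alone (camera adjusted p = 5.21e-06, adjusted p = 0.0203 with an estimated correlation), among them *RGL3*, coding for a DELLA repressor (log2FC 1.12, SE 0.16, edgeR adjusted p = 1.58e-04). Of 9 gibberellin metabolism genes 3 rose and 6 did not pass, 4 adjusted over the list alone (camera adjusted p = 0.00276, adjusted p = 0.0403 with an estimated correlation; median log2FC -0.05 and mean 0.67), with the biosynthesis gene *GA20OX1* going from 3.13 ± 0.767 to 9.03 ± 1 CPM. Of 10 ethylene biosynthesis genes 3 rose and 7 did not pass, 5 adjusted over the list alone (camera adjusted p = 1.93e-05, adjusted p = 0.0473 with an estimated correlation), and *ACS4*, which makes the ethylene precursor, went from 0.474 ± 0.165 to 14.1 ± 3.12 CPM. Of 6 cytokinin oxidase genes *CKX5* and *CKX6* rose, *CKX7* fell (a call lost without Col-0 LRFR 1 h replicate 1, at log2FC -0.59) and 3 did not pass, with 3 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.00589, adjusted p = 0.0309 with an estimated correlation). *CKX6*, whose product breaks down cytokinin, went from 5.9 ± 0.568 to 18.7 ± 1.08 CPM. Of 7 brassinosteroid metabolism genes *BAS1*, which inactivates the hormone, rose from 11.9 ± 1.42 to 48.4 ± 9.34 CPM, *BR6OX1*, which makes it, fell by 1.07 on the log2 scale (SE 0.15, edgeR adjusted p = 1.45e-04) and 5 did not pass, with 4 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.00149, adjusted p = 0.0473 with an estimated correlation).

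Of 18 jasmonate genes 2 fell and 16 did not pass, 4 falling adjusted over the list alone (camera adjusted p = 1.7e-04, adjusted p = 0.218 with an estimated correlation), namely the lipoxygenase genes *LOX3* (log2FC -1.17, SE 0.22, edgeR adjusted p = 0.00269) and *LOX4* (log2FC -1.11, SE 0.27, adjusted p = 0.0251), the first lost in 1 and the second in 5 of 25 other settings. Among 13 PIF and phytochrome genes *PHYB* rose, *PIF1* and *PIF7* fell and 10 did not pass (camera adjusted p = 0.207), with *PIF1*, a repressor gene of seed germination, going from 32.6 ± 0.918 to 19 ± 2.54 CPM. Among 8 genes of dark and sugar starvation *DIN10* fell (log2FC -0.71, SE 0.14, edgeR adjusted p = 0.00547) and 7 did not pass (camera adjusted p = 0.0219, adjusted p = 0.218 with an estimated correlation). Among 22 expansin and XTH genes of the cell wall 2 rose, 1 fell (*XTH24*, a call lost in 15 of 25 other settings) and 19 did not pass (camera adjusted p = 0.841), and among 10 genes of guard cells and the stomatal lineage only *KAT1* rose with edgeR (camera adjusted p = 0.0659). The lists of type-A response regulators (9 genes, camera adjusted p = 0.695), salicylate defence (5 genes, 0.295), light-harvesting proteins (17 genes, 0.0929), the circadian clock (14 genes, 0.696), iron deficiency (13 genes, 0.0504), root cells (15 genes, 0.738), dividing cells (9 genes, 0.0534) and handling, heat and cold stress (10 genes, 0.935) did not pass in Col-0 at LRFR 1 h.

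Of 17 light-harvesting genes 5 fell in Col-0 at LRFR 25 h and 12 did not pass. Adjusted over the list alone, and with no fold threshold, all 17 fell (median log2FC -0.48, camera adjusted p = 2.13e-15, adjusted p = 0.161 with an estimated correlation). *LHCB1.2* fell by 1.00 on the log2 scale (SE 0.14, edgeR adjusted p = 1.06e-04) and *LHCA2*, of the antenna of photosystem I, by 0.68 (SE 0.13, adjusted p = 0.00209). In the fit of only the groups compared neither passed (adjusted p = 0.0527 and 0.133), and *LHCA2* fell short of the fold threshold without Col-0 LRFR 25 h replicate 1 (-0.54) and without both far Col-0 libraries (-0.58). The list responded less in *pif457* (interaction, camera adjusted p = 6.92e-11, adjusted p = 0.227 with an estimated correlation). Of 9 dividing-cell genes, *CYCB1;3*, a mitotic cyclin gene, was higher in *pif457* than in Col-0 at LRFR 25 h (log2FC 0.76, SE 0.20, edgeR adjusted p = 0.0365, the call lost in 6 of 25 other settings) and 8 did not pass, with 9 higher adjusted over the list alone (median log2FC 0.72, camera adjusted p = 2.97e-06, adjusted p = 0.205 with an estimated correlation). In HRFR the 9 genes did not pass one by one, with 4 higher adjusted over the list alone (median log2FC 0.54, camera adjusted p = 3.75e-05, adjusted p = 0.497 with an estimated correlation). Cluster 6 of Table S4a, chosen by the study on these libraries and so not independent evidence, holds 194 genes, of which 168 fell in Col-0 at LRFR 25 h; the mean level in log2 units relative to Col-0 in HRFR was -1.02 ± 0.05 in Col-0 and -0.63 ± 0.06 in *pif457*.

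In the libraries labelled *hfr1-101* at LRFR 25 h, 3 of 9 type-A response regulators of cytokinin signalling were lower than in Col-0 and 6 did not pass, with 1 higher and 6 lower adjusted over the list alone (camera adjusted p = 3.08e-07, adjusted p = 0.00181 with an estimated correlation): *ARR4* (log2FC -0.36, SE 0.07, edgeR adjusted p = 0.0197), *ARR6* (log2FC -0.54, SE 0.11, adjusted p = 0.0305) and *ARR7* (log2FC -0.57, SE 0.11, adjusted p = 0.0209). These 3 calls were lost in a fit of only the groups compared (adjusted p = 1.00 for *ARR4* and *ARR6* and 0.609 for *ARR7*), in the fit of the 18 Col-0 and *hfr1-101* libraries (0.12, 0.129 and 0.119) and without both Col-0 libraries far out on the first axis (0.0977, 0.176 and 0.0856), and each of them also with single libraries of these groups left out. *ST2A*, the sulfotransferase gene acting on hydroxyjasmonate, was higher there than in Col-0 (61.5 ± 8.07 CPM; log2FC 2.15, SE 0.21, edgeR adjusted p = 1.24e-06), as was *CKX5* (log2FC 1.16, SE 0.20, adjusted p = 0.0055). In the fit of only the groups compared both calls were lost (0.0549 and 0.191), that of *CKX5* also without Col-0 LRFR 25 h replicate 3. In HRFR AT1G75945 (log2FC -6.21, SE 0.31, edgeR adjusted p = 3.56e-12) and AT3G05170 (log2FC -5.33, SE 0.31, adjusted p = 7.35e-11) were lower and *QQS*, a gene of starch content, higher (log2FC 2.89, SE 0.35, adjusted p = 6.91e-05).

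Other splits of the same libraries were counted for the remaining comparisons, a test chosen after the results were seen. For the comparisons of 3 libraries with 3 there are 10 splits, too few for a share under 0.05; real count and highest other count were 421 and 0 for Col-0 at LRFR 1 h, 795 and 414 at LRFR 25 h, 989 and 91 for 25 h against 1 h, 20 and 20 for *pif457* at LRFR 1 h (2 splits as large), and 163 and 0 at LRFR 25 h. For *pif457* against Col-0 they were 354 and 0 in HRFR, 750 and 0 at LRFR 1 h, and 971 and 0 at LRFR 25 h. Over 100 splits chance can be excluded for the PIF457-dependent genes rising at LRFR 1 h (315, highest other 256, 1 split as large). It can be excluded too for those falling (134, highest other 106, 1 split as large). For the genes changed in Col-0 at either time the real count was 1062 and the highest other 1162. There 4 of 100 splits were as large. That share is under 0.05, but another split gave more genes than the real one, so chance is not called excluded. The real split is included in each of these numbers of splits.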
